# TREM2-dependent activation of microglial cell protects photoreceptor cell during retinal degeneration via PPARγ and CD36

**DOI:** 10.1038/s41419-024-07002-z

**Published:** 2024-08-26

**Authors:** Wenchuan Zhou, Jincan He, Guiyan Shen, Ya Liu, Peiquan Zhao, Jing Li

**Keywords:** Cell death and immune response, Chemotaxis, Microglia

## Abstract

Retinal degeneration is a collection of devastating conditions with progressive loss of vision which often lead to blindness. Research on retinal microglial cells offers great therapeutic potential in deterring the progression of degeneration. This study explored the mechanisms underlying the TREM2-mediated protective function of activated microglial cells during retinal degeneration. N-methyl-N-nitrosourea (MNU)-induced retinal degeneration was established in C57BL/6 J (WT) and *Trem2* knockout (*Trem2*^*−/−*^) mice. We discovered that MNU treatment led to the concurrent processes of photoreceptor apoptosis and microglia infiltration. A significant upregulation of disease-associated microglia signature genes was observed during photoreceptor degeneration. Following MNU treatment, *Trem2*^*−/−*^ mice showed exacerbated photoreceptor cell death, decreased microglia migration and phagocytosis, reduced microglial PPARγ activation and CD36 expression. Pharmaceutical activation of PPARγ promoted microglial migration, ameliorated photoreceptor degeneration and restored CD36 expression in MNU-treated *Trem2*^*−/−*^ mice. Inhibition of CD36 activity worsened photoreceptor degeneration in MNU-treated WT mice. Our findings suggested that the protective effect of microglia during retinal degeneration was dependent on *Trem2* expression and carried out via the activation of PPARγ and the consequent upregulation of CD36 expression. Our study linked TREM2 signaling with PPARγ activation, and provided a potential therapeutic target for the management of retinal degeneration.

## Introduction

Retinal degeneration is a collection of conditions characterized by the progressive loss of retinal neurons, mostly photoreceptor cells and to a lesser extent, retinal ganglion cells [1–3]. Inherited retinal degeneration frequently leads to blindness during early life stages in affected subjects, while the development of age-related retinal degeneration results from complex interactions among genetic, metabolic and aging-related factors [4, 5]. Regardless of the underlying causes of retinal degeneration, early detection and controlled clearance of dead or dying neurons, along with regulated inflammatory responses throughout the degeneration process, are crucial factors influencing disease progression. In this context, research on microglial cell responses during retinal degeneration holds significant importance.

The role of microglial cells during photoreceptor cell degeneration is complex and even controversial. Chemical or genetic depletion of microglial cells preserves photoreceptor cells in rd1, rd10, light- and retinal detachment-induced photoreceptor cell degeneration models [6–9]. However, the ablation of C3-C3R phagocytic mechanism in microglial cells accelerated photoreceptor cell death [10]. In rd1 mice during the post-rod cell degeneration phase, the phagocytic activity of microglial cells had little effect on the remaining cone cells [11, 12]. Additionally, microglial cells were not essential for prion disease-induced photoreceptor cell death [13, 14]. With the application of single-cell sequencing technique, distinct microglial cell populations were identified in brain and retina. One of the most-studied microglial cell subtype is disease-associated microglia (DAM) [15]. Initially identified in an animal model of Alzheimer’s disease (AD), DAM is characterized by reduced expression of homeostatic checkpoint genes such as *Tmem119*, *P2ry12*, and *Hexb*, and increased expression of genes associated with phagocytosis, lipid metabolism, and immune responses such as *Cstb*, *Lgals3*, *Lpl*, *Cst7*, *Cd9*, *Clec7a*, and *Cd68*. Further study suggests a two-step sequential activation of homeostatic microglial cell to DAM, with the final activation relying on Triggering Receptor Expressed on Myeloid cells 2 (TREM2), a cell surface receptor selectively expressed in microglial cells of the brain and retina. TREM2 stimulation promotes microglial cell chemotaxis, phagocytosis, survival and proliferation. The absence of TREM2 diminishes the characteristic features of DAM in degenerative brain conditions [16–18]. Depending on animal models and disease stages, both protective and detrimental effects of TREM2 were reported during neurodegeneration.

Despite extensive studies on microglial cell-expressed TREM2 in neurodegenerative conditions, its role during retinal degeneration remains inadequately explored. The existence of DAM-like microglial cells was suggested, with protective role on photoreceptor cells [19]. However, the mechanisms underlying the protective role remained unclear. In a previous study, we demonstrated that TREM2 protects photoreceptor cells in a mouse model of retinal detachment by limiting proinflammatory responses [20]. In this study, we utilized chemical-induced and inherited mouse models of retinal degeneration to investigate the characteristics of microglial cell activation and the role of TREM2-mediated microglial cell activity during the process. Our findings confirmed the significant upregulation of the DAM signatory genes in both models. Using *Trem2* knockout (*Trem2*^*−/−*^) mice, we showed that TREM2 is required for the expression of the DAM signatory genes, and TREM2-dependent microglial cell activation preserves photoreceptor cells during degeneration. Furthermore, we discovered that TREM2 upregulates CD36 expression by activating peroxisome proliferator-activated receptor gamma (PPARγ) signaling, thereby promoting microglial cell infiltration and mitigating photoreceptor degeneration. Taken together, our study underscored the importance of TREM2 in regulating microglia activation, and identified PPARγ signaling and CD36 as potential mechanisms and effector molecules of TREM2 in the context of retinal degeneration.

## Materials and methods

### Animal husbandry, the induction of retinal degeneration and treatments

The experiments conducted in this study adhered to the guidelines of the Association for Research in Vision and Ophthalmology Statement for the Use of Animals in Ophthalmic and Vision Research and were approved by the Institutional Animal Care and Use Committee of Xinhua Hospital Affiliated to Shanghai Jiao Tong University School of Medicine (Approval No. XHEC-F-2022-062). Wild-type C57BL/6J mice (WT) were purchased from Shanghai Jihui Animal Care Co., Ltd. (Shanghai, China), *Trem2*^*−/−*^ mice in C57BL/6J background were purchased from Shanghai Model Organisms Center Inc. (Shanghai, China), and rd10 (Pde6b^R560C^) mice were purchased from Gempharmatech Co. Ltd. (Nanjing, China). All animals were housed in a specific-pathogen-free mouse facility under a 12-hour light/12-hour dark cycle and *ad libitum* access to food. No randomization was performed.

Two mouse models of retinitis pigmentosa were included in this study. Mice homozygous for rd10 mutation at the age between postnatal 15 to 30 days (P15-30), which correspond to the onset and active progression of photoreceptor cell degeneration period, were used. Wild-type littermates were used as controls. MNU is a potent chemical mutagen that induces DNA damage specifically in the photoreceptors. MNU-induced photoreceptor cell degeneration was achieved through a single intraperitoneal injection of 1% MNU dissolved in PBS (60 mg/kg body weight) [21]. The controls were PBS-injected mice with the same genotype. Investigator was blinded while assessing the severity of retinal degeneration since genotype was carried out by another investigator. Except for rd10 mice, all other animals were used at the age between 8 and 10 weeks.

The following chemicals were procured from MedChemExpress, NJ, USA: GW1929 (HY-15655, a PPARγ agonist), GW9662 (HY-16578, a PPARγ antagonist), GW0742 (HY-13928, a PPARβ/δ agonist), sulfosuccinimidyl oleate sodium (SSO, HY-112847A, a CD36 inhibitor). GW1929 was dissolved in saline containing 10% dimethyl sulfoxide (DMSO) and 20% sulfobutylether-β-cyclodextrin (SBE-β-CD) at a concentration of 6 mg/mL, and administered to mice via intraperitoneal injection twice at the dose of 30 mg/kg body weight. GW9662 was dissolved in 10% DMSO and 90% corn oil at a concentration of 1 mg/mL and administered to mice via intraperitoneal injection twice at 4 mg/kg body weight. SSO was emulsified in 50% polyethylene glycol 300 at a concentration of 10 mg/mL and administered to mice via oral gavage at 50 mg/kg. GW0742 was dissolved in 10% DMSO and 90% corn oil at a concentration of 4 mg/mL and administered to mice via intraperitoneal injection twice at 20 mg/kg body weight.

### Retinal tissue processing, immunohistochemistry and terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) and lipid content staining

Mice were euthanized by sodium pentobarbital (120 mg/kg body weight) and their eyes were enucleated. After enucleation, the lens-free eyecup was fixed in 4% paraformaldehyde (PFA) for 1 hour at room temperature, and sequentially dehydrated in 20% and 40% sucrose at 4 °C. The processed tissue was embedded in optimal cutting temperature compound (OTC), and sectioned at a thickness of 10 μm using a microtome (CM1950, Leica Biosystems, Wetzlar, Germany).

Immunofluorescent staining of the frozen sections was carried out as previously described [20]. We used 10% goat or donkey serum for blocking, 0.2% Triton X-100 for permeabilization. The following primary antibodies: rabbit anti-IBA1 (Wako, #019-19741, 1:500), goat anti-IBA1 (Wako, #011-27991, 1:500), rat anti-CD68 (Bio-Rad, #MCA1957, 1:100), and rabbit anti-TREM2 (Abcam, #ab305103, 1:200) were used and incubated overnight at 4 °C. Alexa Fluor-488- or 568-conjugated secondary antibodies were purchased from ThermoFisher. Alexa Fluor^®^ 594 anti-mouse I-A/I-E Antibody (Biolegend, #107650, 1:200) was used for MHC class II (MHC II) protein staining. Finally, slides were sealed with an antifade reagent containing 4’,6-diamidino-2-phenylindole (DAPI) (ThermoFisher, #S36938).

TUNEL labeling (Roche, #11684795910), Oil Red O (ORO) and BODIPY staining (Beyotime, #C0158S and #C2053S) were performed according to the manufacturer’s instructions.

Fluorescent stained sections were imaged using either fluorescent microscopy (Olympus BX51) or confocal microscopy (Leica TCS SP8). Hematoxylin and eosin (H&E) stained sections were imaged using light microscopy. To determine the thickness of the outer nuclear layer (ONL), at least three sections from three different retinas were used, and five measurements were taken with equal spacing within each section. The average of all measurements within the same group and the standard deviation was presented.

### Enzyme-linked immunosorbent assay (ELISA) and western blot analysis

Retinas were lysed using a pre-cooled radioimmunoprecipitation assay (RIPA) buffer supplemented with protease and phosphatase inhibitors (Meilunbio, China), and protein concentration was determined. ELISA kits from Elabscience were used according to the manufacturer’s instructions to measure the concentrations of interleukin (IL)-6 (IL-6) (E-EL-M0044), IL-1β (E-EL-M0037), and IL-10 (E-EL-M0046).

For western blot analysis, 10 µg total lysates were separated by SDS-PAGE and transferred to polyvinylidene difluoride (PVDF) membrane (#1620177, Bio-Rad, Shanghai, China). QuickBlock (#P0252, Beyotime) was used for blocking. Primary and secondary antibodies used in Western blots were anti-CD36 (CST, #28109S, 1:1000), anti-TREM2 (Abcam, #ab305103, 1:1000), anti-AXL (Abcam, #ab215205, 1:1000), anti-CD11c (CST, #97585, 1:1000), anti-β-actin (Proteintech, #66009-1-Ig, 1:20000), HRP-conjugated goat anti-rabbit (Proteintech, #SA00001-2, 1:10000) and HRP-conjugated goat anti-mouse (Proteintech, #SA00001-1, 1:10000). Enhanced chemiluminescence (ECL) reagent was used for visualization under ChemiDoc imaging system (#1705061, Bio-Rad). The intensity of the bands was quantified and calculated using Image J. β-actin was used as loading control. The full length uncropped original western blots were presented in Supplemental Material 2.

### Retinal tissue dissociation, microglial cell purification and flow cytometry

After enucleation, the neuroretina tissue was carefully isolated and immersed in oxygenated Ames solution for 25 min at 37 °C in an enzyme mix (Neural tissue dissociation kit, Miltenyi Biotec, #130-094-802). The digestion process was stopped by adding Ames solution containing 5% BSA. Subsequently, the mixture was gently pipetted up and down to achieve a single-cell suspension.

For the enrichment of microglial cells, magnetic CD11b MicroBeads (Miltenyi Biotec, #130-093-634) and the matching column (Miltenyi Biotec, #130-042-401) were used. To optimize the purity of microglial cells, two columns were sequentially utilized for each preparation.

For flow cytometry, the above single-cell suspension was filtered through a 70-mm strainer, washed with PBS containing 1% FBS, stained with Annexin V-FITC and propidium iodine (PI) at room temperature according to the manufacturer’s instructions (Absin, #abs50001), and acquired on a BD FACSCelesta flow cytometer (Becton Dickinson, Milan, Italy) with BD FACSDiva software (version 8.0.1.1). Data were analyzed using FlowJo software (version 10.8.1).

### RNA sequencing and data analysis

The transcriptional profile of the whole retinal tissue was generated by bulk sequencing (Novogene Corporation, Inc). The total amount and the integrity of RNA were assessed using Bioanalyzer 2100 (Agilent Technologies, CA, USA). Libraries were prepared and qualified from each sample. Different libraries were pooled based on their effective concentrations and the desired amount of data for sequencing using the Illumina NovaSeq 6000 platform. Raw data is freely available in the Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/geo/) with the accession number of GSE270758. The sequencing data were normalized, and differentially expressed genes (DEGs) were identified using DESeq2 (Version 1.20.0) with the criteria of |log_2_Fold Change | > 1 and adjusted *p*-value < 0.05. 

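For the rd10 retinas, the same criteria were applied to the deposited counts with edgeR as described for these libraries in the results, and with DESeq2 as the alternative. By edgeR, 47 genes were called in rd10 P15 against WT P15 (28 higher, 19 lower), 303 in rd10 P18 against WT P15 (235 higher, 68 lower) and 79 in rd10 P21 against WT P15 (50 higher, 29 lower). Among the rd10 groups, 121 genes were called between P18 and P15 (107 higher, 14 lower), 82 between P21 and P15 (61 higher, 21 lower) and 4 between P21 and P18 (1 higher, 3 lower). Unadjusted p was under 0.05 for 2523, 3563, 2416, 2638, 2624 and 2219 genes in these 6 comparisons. DESeq2 called 429, 954, 571, 604, 528 and 118 genes, and each gene called by edgeR was among them. On simulated counts with the spread of these libraries and 200 changed genes (absolute log2 fold change 1.5), edgeR called 130 of the changed genes and 16 unchanged ones, and DESeq2 called 156 and 55. The counts changed when single libraries were left out. All 8 libraries share an estimate of the spread, and a fit without 1 of them has fewer residual degrees of freedom. A changed count therefore need not mean that the calls came from that library. With 1 library left out, the count at P18 against WT P15 ranged from 39 (without WT P15 replicate 1) to 1250 (without rd10 P18 replicate 2), at P21 from 4 (without WT P15 replicate 1) to 210 (without rd10 P18 replicate 1), and at P15 from 6 (without rd10 P15 replicate 1) to 246 (without rd10 P18 replicate 1). Among the rd10 groups, it ranged between P18 and P15 from 16 (without rd10 P15 replicate 1) to 977 (without rd10 P18 replicate 2), between P21 and P15 from 10 (without rd10 P15 replicate 2) to 217 (without rd10 P18 replicate 1), and between P21 and P18 from 3 (without rd10 P21 replicate 2) to 963 (without rd10 P18 replicate 2).
Scaling by library size only moved the median log2 fold change of all genes from 0.01 to 0.13 at P18 and from 0 to 0.11 at P21, and the share of higher genes among the calls from 77.6% to 86% and from 63.3% to 73.6%. The comparisons against WT P15 share their control libraries. Between P18 and P21, 54 called genes were shared, 53 of them in the same direction, with a correlation of log2 fold changes across genes of r = 0.684, where genes are not independent replicates. Unchanged groups simulated against the same controls gave a mean r of 0.502 (0.471 to 0.56 in 20 simulations) and at most 1 shared call.

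**Figure D1:**
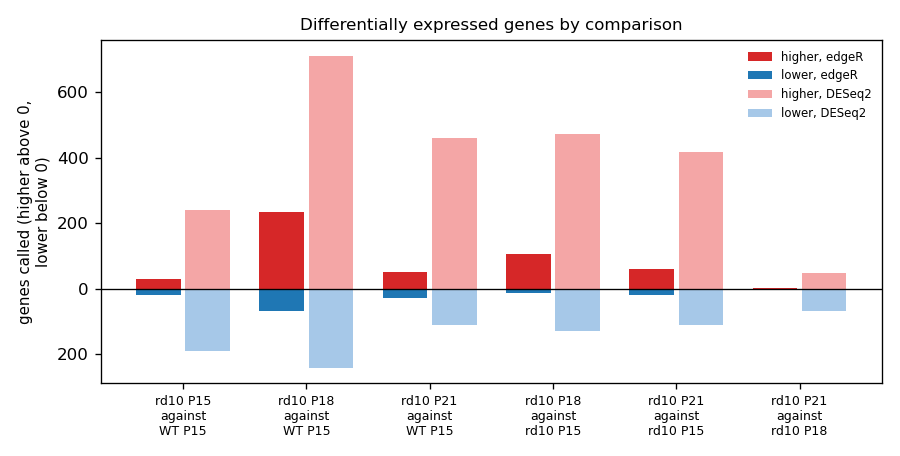
Number of genes called in each comparison (linear axis from 0, higher genes above and lower genes below the line) by edgeR in dark and DESeq2 in light bars. DESeq2 called more genes than edgeR in all 6 comparisons, 954 against 303 at P18 against WT P15.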

We performed functional enrichment analyses using clusterProfiler (Version 3.8.1).

The transcriptional profiles of purified CD11b^+^ microglia were generated using low-input RNA sequencing (BGI Genomics Co. Ltd.). This method involves the amplification of cDNA using SMART combined with a transposase-based library construction technique. The DEGs were identified based on the same criteria as described above and analyzed accordingly.

Additionally, we retrieved sequencing data (GSE152474) from the GEO database. This database was generated using GPL24247 (Illumina NovaSeq 6000), and comprised 7 retinal samples from *Rho*^*P23H/WT*^ and 7 samples from littermate control mice. *Rho*^*P23H/WT*^ is an established mouse model of photoreceptor cell degeneration caused by the P23H mutation in Rho. This dataset contained mRNA profile of retina from *Rho*^*P23H/WT*^ and the wild-type littermates at P30. We applied a similar data analysis procedure as described above to analyze these data.

### RNA extraction, reverse transcription, and relative quantitative PCR (qPCR) analysis

For RNA extraction, TRIzol reagent (ThermoFisher Scientific, Waltham, MA, USA) in combination with RNA Clean & Concentrator™-5 (ZYMO Research, Irvine, CA, USA) were used. Reverse transcription and qPCR analysis were performed using PrimeScript™ RT and TB Green® Premix Ex Taq™ II (Takara, Japan). The gene expression levels relative to β-actin were calculated using the 2^−ΔΔCt^ method. The sequences of primers used in this study are listed in Table 1.

**Table 1:** Primer Sequences Used in this Study.

**Mouse-Trem2**-Forward: 5ʹ-CTGGAACCGTCACCATCACTC-3ʹ,
**Mouse-Trem2**-Reverse: 5ʹ-CGAAACTCGATGACTCCTCGG-3ʹ;
**Mouse-Cd36**-Forward: 5ʹ-ATGGGCTGTGATCGGAACTG-3ʹ,
**Mouse-Cd36**-Reverse: 5ʹ-GTCTTCCCAATAAGCATGTCTCC-3ʹ;
**Mouse-β-actin**-Forward: 5ʹ-GGCTGTATTCCCCTCCATCG-3ʹ,
**Mouse-β-actin**-Reverse: 5ʹ-CCAGTTGGTAACAATGCCATGT-3ʹ.

### Statistical analysis

Data quantitation was based on at least three biological replica and was presented as mean ± standard deviation (SD). Unpaired Student’ *t*-test was used for comparison between groups. Graphs were made using GraphPad Prism 8.0.2 (GraphPad Software Inc., San Diego, CA, USA). Statistical significance was accepted at *p* < 0.05.

## Results

### The progression of photoreceptor death and microglial cell activation in MNU-induced retinal degeneration

To evaluate MNU-induced retinal degeneration, we analyzed the number of TUNEL^+^ nuclei and the thickness of the ONL at various time points following MNU treatment. TUNEL^+^ nuclei within the ONL were initially detected at 12 h post-MNU treatment, and the number of apoptotic cells increased progressively until day 3 before showing a decline. Concurrently, a significant thinning of the ONL was observed from day 3 and persisted until day 7 (Fig. 1A, B).

**Fig. 1:**
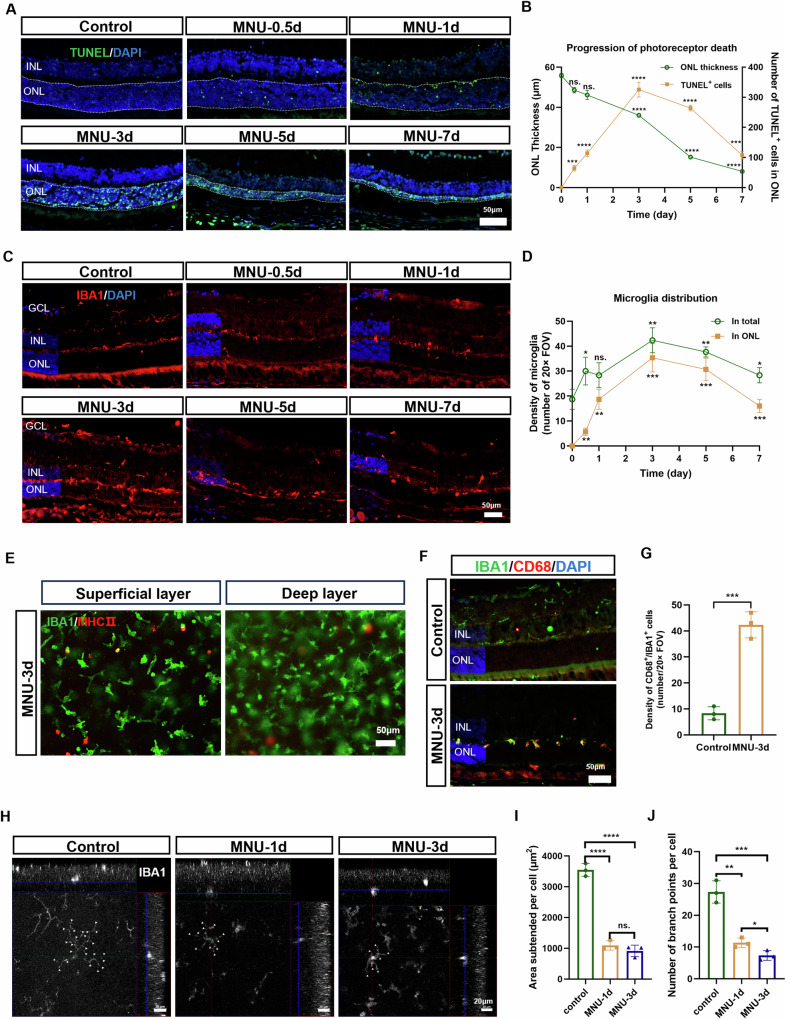
The progression of photoreceptor death and microglial cell activation in MNU-induced retinal degeneration. **A** Representative immunofluorescent images of TUNEL-stained retina during the progression of photoreceptor cell degeneration. Scale bar, 50 μm. **B** Quantitation of the number of TUNEL^+^ nuclei, represented as the density of TUNEL^+^ nuclei per 20× field of view, and the thickness of ONL during degeneration. **C** Representative immunofluorescent images of IBA1-stained cells during the progression of degeneration. Scale bar, 50 μm. **D** Quantitation of the number of infiltrated microglial cells, represented as the density of IBA1^+^ cell per 20× FOV in the ONL. **E** Representative immunofluorescent images of retinal wholemount (superficial layer and deep layer) showing the MHC II-positive peripheral phagocytes infiltrating into WT mouse retina. Scale bar, 50 μm. **F** Co-immunofluorescent staining of IBA1 and CD68. Scale bar, 50 μm. **G** Quantitation of IBA1- and CD68-positive infiltrating microglia. **H** Representative immunofluorescent images of microglia, showing the morphological changes. Scale bar, 20 μm. Quantitation of the subtended area (**I**) and branch points (**J**) of microglia within the ONL. *n* = 3 animals at each time point. INL, inner nuclear layer. ONL, outer nuclear layer. GCL, ganglion cell layer. Data and error bars indicate mean ± SD. ns, not significant. *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001.

The number of IBA^+^ cells in the ONL exhibited a similar pattern to that of TUNEL^+^ photoreceptor cells. A few IBA^+^ cells were found in the ONL at 12 h post-MNU treatment. IBA^+^ cells peaked at day 3, and started to decline at day 5 (Fig. 1C, D). To discern the infiltration of peripheral phagocytes during the process, we stained the 3 days post-MNU treatment retina with MHC II. A few MHC II-positive cells were found in both superficial and deep layers of the degenerating retina, suggesting limited infiltration of peripheral phagocytes in MNU-induced retinal degeneration model (Fig. 1E). The results implicated that the IBA^+^ cells observed here were mainly microglia. The activated IBA1^+^ microglia also expressed CD68, indicating upregulated phagocytic activity (Fig. 1F, G). We also observed amoeboid change of these cells during the process with decreased branch points and subtended area (Fig. 1H–J). These findings suggested the concurrent activation and chemotaxis of resident microglia alongside photoreceptor death following MNU treatment.

### The expression of DAM signature during retinal degeneration

It is unclear whether photoreceptor cell degeneration activates microglial cells to DAM [19]. We addressed this issue by first examining the gene expression profiles of retinas collected from WT mice 3 days after MNU-treatment, as well as rd10 mice at postnatal days 15, 18, and 21.

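For the rd10 part of this experiment, the authors sequenced poly(A) RNA of whole retina on the Illumina NovaSeq platform. There were 2 libraries each from WT mice at P15 and from rd10 mice at P15, P18 and P21. rd10 mice carry a mutation in Pde6b, which encodes a subunit of the rod phosphodiesterase. The deposited values are whole-number read counts for 57010 Ensembl gene identifiers in each of the 8 libraries, without normalization. The aligner and the genome build are not given in the sources used here. Gene symbols and chromosomes were taken from GENCODE M21, which names 52029 of the identifiers. Counts on genes totalled 28889914 and 31894189 in WT P15 (median 30392051.5), 31867953 and 28993672 in rd10 P15 (median 30430812.5), 31566925 and 31330438 in rd10 P18 (median 31448681.5), and 33724562 and 28076947 in rd10 P21 (median 30900754.5). From these counts, 20457 genes passed edgeR's filterByExpr with the 4 groups, and libraries were scaled by TMM factors between 0.937 and 1.063. All 8 libraries were fitted together with edgeR's quasi-likelihood model, so that 4 residual degrees of freedom estimate the spread. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1, the criteria of the paper. There was no WT library at P18 or P21, so every comparison with WT used WT P15, and age and genotype changed together in the comparisons at P18 and P21. The 2 libraries of a group differed by far more than counting noise, with a chi-square per gene of 30.7 in WT P15, 24.6 in rd10 P15, 103.7 in rd10 P18 and 39.6 in rd10 P21, where counting noise alone gives about 1. Counts of 4 Y-linked genes (Ddx3y, Uty, Kdm5d and Eif2s3y) lay between 5530 and 7193 in both rd10 P15 libraries and in replicate 1 of rd10 P18 and rd10 P21, and between 3 and 19 in the other 4 libraries, where Xist had between 26338 and 80032 counts. The sex of the animals therefore differed between WT P15 and rd10 P15, and within rd10 P18 and rd10 P21. The MNU-treated retinas were not analysed here.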

Increased expression of DAM signature genes including *Trem2*, *Axl*, *Lgals3*, *Itgax*, *Lpl* and *Cd9* was observed in MNU-treated retina (Fig. 2A). Similarly, increased expression of *Trem2*, *Apoe*, *Ctsd*, *Lgals3*, *Itgax*, and *Cd9* was found in P18 and P21 rd10 retina (Fig. 2B). 

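Values are TMM-normalized CPM as mean ± SD of the 2 libraries of a group, and tests are edgeR's quasi-likelihood tests against WT P15 with Benjamini-Hochberg adjustment over 20457 genes. Trem2 (ENSMUSG00000023992, chromosome 17) had 2.97 ± 0.766 CPM in WT P15, 2.10 ± 0.223 in rd10 P15, 4.19 ± 1.33 in rd10 P18 and 7.85 ± 3.04 in rd10 P21. Its log2 fold change was 0.50 (standard error 0.41, adjusted p = 0.583) at P18, where the libraries overlapped with those of WT P15, and 1.40 (standard error 0.42, adjusted p = 0.22) at P21, where both libraries lay above both WT P15 libraries. Apoe (ENSMUSG00000002985, chromosome 7) had 419 ± 213 CPM in WT P15, 436 ± 138 in rd10 P18 and 903 ± 223 in rd10 P21, with log2 fold changes of 0.06 (standard error 0.38, adjusted p = 0.962) and 1.11 (standard error 0.39, adjusted p = 0.326). The small change of Apoe at P18 turned to -0.38 without WT P15 replicate 1 and to -0.31 without rd10 P18 replicate 1, so that either library set its direction at P18. At P21 the change of Apoe was 0.68 without WT P15 replicate 1 and 1.75 without WT P15 replicate 2. Ctsd (ENSMUSG00000007891, chromosome 7) rose from 375 ± 17.2 CPM to 600 ± 30.6 at P18 and 598 ± 135 at P21, log2 fold changes of 0.68 (standard error 0.17, adjusted p = 0.0889) and 0.67 (standard error 0.17, adjusted p = 0.145). The change of Ctsd at P21 was 0.42 without rd10 P21 replicate 1 and 0.89 without rd10 P21 replicate 2. Lgals3 (ENSMUSG00000050335, chromosome 14) rose from 0.89 ± 0.205 CPM to 15.4 ± 0.662 at P18, a log2 fold change of 4.12 (standard error 0.51, adjusted p = 0.0134), and to 5.75 ± 3.34 at P21, a log2 fold change of 2.69 (standard error 0.49, adjusted p = 0.0705). Cd9 (ENSMUSG00000030342, chromosome 6) rose from 45.6 ± 8.91 CPM to 121 ± 17.4 at P18, a log2 fold change of 1.40 (standard error 0.19, adjusted p = 0.0188), and to 77.9 ± 13.4 at P21, a log2 fold change of 0.77 (standard error 0.19, adjusted p = 0.144).
The P18 calls of Lgals3 and Cd9 were not kept when a WT library was left out. For Lgals3 the log2 fold change was 4.38 without WT P15 replicate 1 and 3.89 without WT P15 replicate 2. For Cd9 it was 1.23 without WT P15 replicate 1. Such a fit has fewer residual degrees of freedom, so a lost call need not mean a smaller change. Itgax (ENSMUSG00000030789, chromosome 7) had no count in WT P15 and rd10 P15, 2.57 and 1.39 CPM in the rd10 P18 libraries, and 4.17 and 0 CPM in the rd10 P21 libraries. Against a floor of 3 counts over the WT P15 group, Itgax was at least 38.5-fold higher at P18 and at least 44.3-fold higher at P21, where the rise rests on replicate 1 alone. The adjusted p of Itgax was 0.294 at P18 and 0.427 at P21. Such floors and the counts behind them cover counting error only. An exact two-sided permutation test of 2 libraries against 2 cannot go below p = 0.333, a value reached at both ages by Ctsd, Lgals3 and Cd9, at P21 by Trem2 and Apoe, and at P18 by Itgax.
Of the 12 changes, 12 were positive and 2 were called by edgeR. edgeR called between 0 (without WT P15 replicate 1) and 4 (without rd10 P21 replicate 2) when 1 library was left out. DESeq2, the tool the paper used, called 4 of them, adding Apoe (adjusted p = 0.0288) and Lgals3 (adjusted p = 4.83e-05) at P21, and past the adjusted p alone there were 7. Trem2 at P21 had an adjusted p of 0.0841 by DESeq2. With correction for these 6 genes alone ("adjusted over the list alone"), 2 passed at P18 and 3 at P21, which is not independent evidence since the study named these genes from these libraries. As a set, the 6 genes had a median log2 fold change of 1.04 at P18 (limma's fry, adjusted p = 0.0606) and 1.26 at P21 (adjusted p = 0.0652), and the medians are unchanged with Itgax set to its lower bound.

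**Figure D2:**
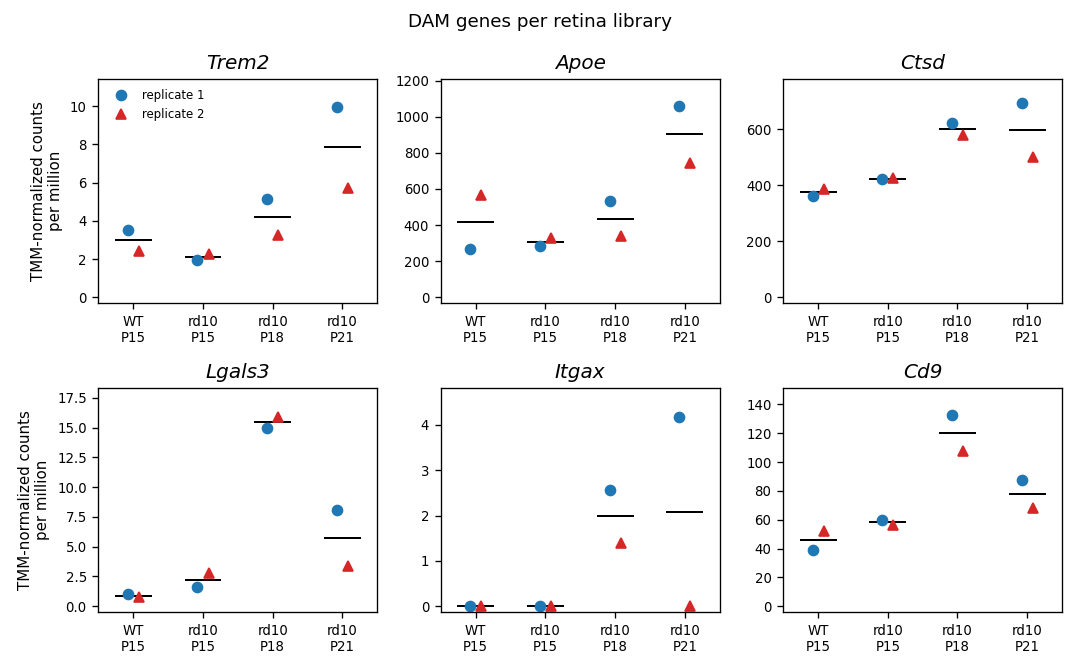
TMM-normalized CPM (linear axis, starting at 0) of the 6 DAM genes in each of the 8 retina libraries, by group. Circles are replicate 1, triangles replicate 2 and bars the mean of the 2 libraries; Itgax is at 0 in WT P15, in rd10 P15 and in rd10 P21 replicate 2.

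From the higher expression of these genes in P18 and P21 rd10 retina and in MNU-treated retina, together with staining of TREM2 in microglia of the ONL and subretinal space, the paper proposes that a subset of DAM-like microglia gathers there as photoreceptors degenerate.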

To further explore the features of microglial cell activation during retinal degeneration, we analyzed the retinal gene expression profile of *Rho*^*P23H/WT*^ mouse (GSE152474 from GEO database). The results also showed the upregulation of characteristic DAM genes (Supplemental Material 1: Fig. S1). Functional enrichment analysis of the upregulated DEGs in MNU-treated mice revealed that the top GO terms were related to positive regulation of phagocytosis and inflammatory responses (Fig. 2C). Chord diagram showed that genes in TREM2 signaling (*Trem2*, *Tyrobp*, *Syk*) are key contributors to pathways affected (Fig. 2D) [22, 23].

**Fig. 2:**
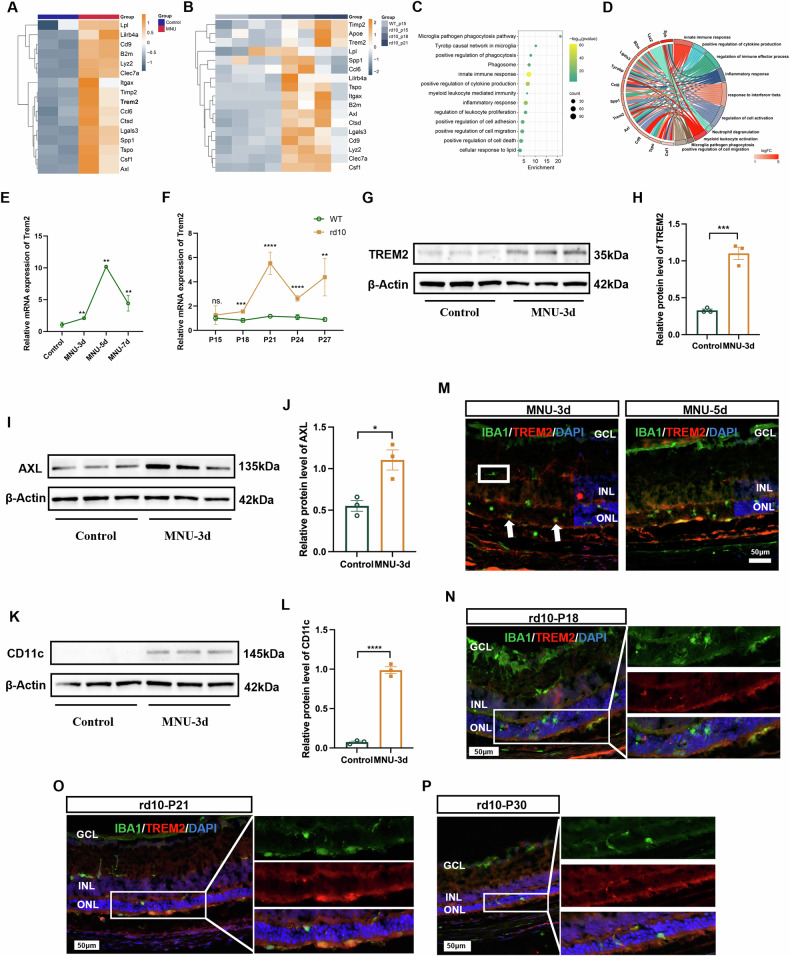
The expression of DAM signature during retinal degeneration. Heatmap illustrating DAM gene expression in MNU (**A**) and rd10 (**B**) mice. **C** Functional enrichment analysis of the upregulated genes in MNU-treated mice. **D** Chord diagram representing selected DEGs and the associated cellular processes, highlighting *Trem2* as a major modulator involved in most affected pathways during photoreceptor degeneration. qPCR results indicating increased *Trem2* expression in MNU-treated retina (**E**) and rd10 (**F**) retina. **G** Western blot for TREM2. **H** Quantitative analysis of the protein expression levels of TREM2 between control and MNU-3d mouse. **I** Western blot for AXL. **J** Quantitative analysis of the protein expression levels of AXL between control and MNU-3d mouse. **K** Western blot for CD11c. **L** Quantitative analysis of the protein expression levels of CD11c between control and MNU-3d mouse. **M** Co-immunofluorescent staining of TREM2 and IBA1 in MNU-treated retina revealing a faint signal of TREM2 in microglial cells outside the ONL (white square), contrasted with strong staining in cells at the ONL (white arrow). Scale bar, 50 μm. **N**–**P** Co-immunofluorescent staining of TREM2 and IBA1 in rd10 mouse retina demonstrating a strong signal of TREM2 in IBA1^+^ microglia infiltrating the ONL. Scale bar, 50 μm. Data were curated and presented as described in Fig. 1. Three to five animals were used for each time point in each group.

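Fig. 2B labels 17 genes, and its 11 genes besides those named in the text were examined in the same 8 libraries. Over all 17 labels, 17 had a positive log2 fold change at P18 and 15 at P21, against 9 in rd10 P15. The log2 fold change exceeded 1 for 11 genes at P18 and 11 at P21, and both rd10 libraries lay above both WT P15 libraries for 15 genes at P18 and 14 at P21. By edgeR, 5 of the 17 were called at P18 and 0 at P21 (Benjamini-Hochberg adjustment over all genes), and by DESeq2 8 and 7. Counted as adjusted over the list alone, 9 passed at P18 and 8 at P21, which is not independent evidence since the figure was drawn from these libraries. The 3 calls at P18 besides Lgals3 and Cd9 were Lyz2 (log2 fold change 2.66, standard error 0.42, adjusted p = 0.0291), Csf1 (2.45, standard error 0.41, adjusted p = 0.0303) and Axl (1.53, standard error 0.30, adjusted p = 0.0452). Each of the 3 lost its call without WT P15 replicate 1, with log2 fold changes of 2.22, 2.39 and 1.48. Such a fit has fewer residual degrees of freedom, so a lost call need not mean a smaller change. Csf1 (log2 fold change 2.52) and Axl (1.59) also lost theirs without WT P15 replicate 2. Without rd10 P15 replicate 1, rd10 P15 replicate 2 or rd10 P18 replicate 1, Lyz2 (2.67, 2.66 and 2.77) was not called either. The same held for Axl (1.54, 1.53 and 1.59). Leaving out 1 library also added calls at P18. Without rd10 P21 replicate 1 or replicate 2 these were Tspo (2.14 and 2.15), B2m (3.39 in each) and Clec7a (3.73 and 3.74). Without rd10 P18 replicate 2 it was Tspo (2.55). At P21, leaving out rd10 P21 replicate 2 added B2m (4.24), Axl (1.85) and Csf1 (2.53). Leaving out rd10 P18 replicate 1 or replicate 2 added Csf1 (2.13 in each). B2m had the largest rise in mean CPM among the other labels, though at P18 not in fold, from 19 ± 0.669 CPM in WT P15 to 198 ± 114 in rd10 P18 and 218 ± 194 in rd10 P21 (SD, n = 2 libraries), but its replicates differed widely, at 279 and 117 CPM at P18 and at 356 and 80.9 CPM at P21, and its adjusted p was 0.107 and 0.16 by edgeR. Clec7a changed by 3.73 (adjusted p = 0.0807) at P18 and 3.21 (adjusted p = 0.173) at P21 on the log2 scale, and Tspo by 2.14 (adjusted p = 0.116) and 1.29 (adjusted p = 0.433). Tspo at P21 was 0.11 without rd10 P21 replicate 1 and 1.94 without rd10 P21 replicate 2. Clec7a at P21 was 1.85 and 3.9 in the same fits. Lilrb4a changed by 3.05 (adjusted p = 0.214) and 1.79 (adjusted p = 0.585). Its reads could be shared with overlapping genes in the annotation used, as could those of Ctsd, Cd9, Timp2, Spp1, Ccl6, Tspo and B2m. Timp2 rose by 0.63 (adjusted p = 0.0888) and 0.87 (adjusted p = 0.0681).
Lpl was highest in rd10 P15, at 49.5 ± 2.66 CPM against 31.1 ± 1.17 in WT P15, 43.7 ± 5.59 in rd10 P18 and 36.8 ± 0.541 in rd10 P21 (SD, n = 2 libraries). Spp1 changed by 0.53 at P18 (adjusted p = 0.289) and by -0.61 at P21 (adjusted p = 0.366). Its changes were 0.26 and -0.88 without WT P15 replicate 1, and 0.89 and -0.25 without WT P15 replicate 2. Ccl6, with at most 2.65 CPM in any library, changed by 2.41 at P18 (adjusted p = 0.398) and by -0.10 at P21 (adjusted p = 0.993), and at P21 its sign turned when libraries were scaled by library size only (0.01), without WT P15 replicate 2 (0.81) and without rd10 P21 replicate 2 (0.87).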

The upregulation of *Trem2* was confirmed by qPCR analysis of MNU-treated WT and rd10 retinal samples (Fig. 2E, F). In addition, a significant upregulation of TREM2, AXL and CD11c (DAM signature) protein expression was also confirmed by western blot analysis of MNU-treated retina, compared to untreated controls (Fig. 2G–L).

To further investigate the distribution of activated microglial cells in the degenerative retina, retinal sections of MNU-treated mice were stained with TREM2 and IBA1. Strong TREM2 signal was exclusively found in microglial cells located in the ONL and subretinal space (Fig. 2M). Similarly, intense immunofluorescent staining of TREM2 was detected in microglial cells in the ONL and subretinal space of P18-P30 rd10 mice, but not in the inner retina (Fig. 2N–P). These findings collectively suggested that during the degeneration of photoreceptor cells, a subset of DAM-like microglia tended to aggregate at the ONL and subretinal space.

### *Trem2* deficiency deterred microglial infiltration, exacerbated photoreceptor cell death, and aggravated retinal inflammation during retinal degeneration

To further elucidate the role of TREM2 in microglial cell activation and function during retinal degeneration, we induced photoreceptor degeneration using MNU in *Trem2*^*−/−*^ mice. Quantitative analysis of the ONL thickness and TUNEL^+^ photoreceptors revealed significantly more TUNEL^+^ photoreceptor cells and thinner ONL in the MNU-treated *Trem2*^*−/−*^ compared to MNU-treated WT retina, suggesting that *Trem2* deficiency exacerbated photoreceptor degeneration (Fig. 3A–C). At the meantime, fewer IBA1^+^ cells were found in the ONL of MNU-treated *Trem2*^*−/−*^ mice (Fig. 3D, E). To discern the participation of infiltrating macrophages, we performed IBA and MHC II co-staining and found slightly more MHC II^+^ cells in MNU-treated *Trem2*^*−/−*^ mice than in the MNU-treated WT mice at day 3, and these cells predominantly located at the superficial layer (Figs. 3F and 1E). However, it was clear that microglial cells dominated the IBA1^+^ cells, particularly in the ONL. Therefore, the results suggested that *Trem2* knockout attenuated the migration of microglial cells towards degenerating neurons. Additionally, the *Trem2*-deficient microglia displayed less amoeboid phenotype with more branch points and larger subtended area (Fig. 3G–I). Collectively, the results suggest that *Trem2* deficiency attenuated the migratory activity of microglial cells and exacerbated photoreceptor cell degeneration.

**Fig. 3:**
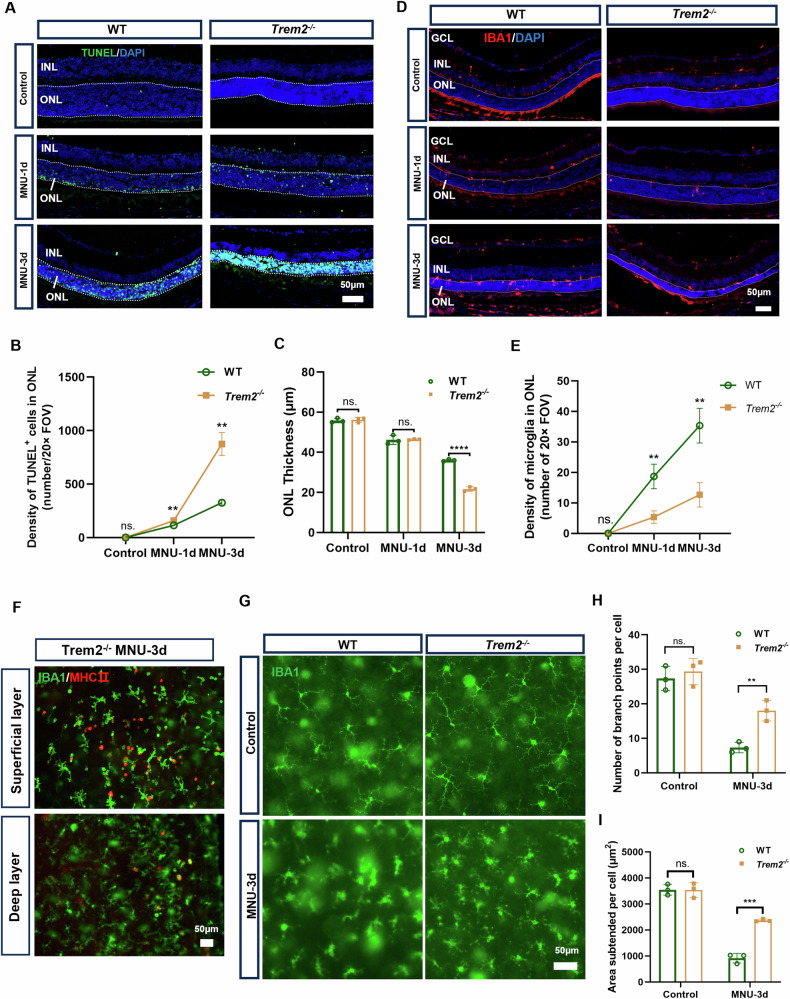
*Trem2* deficiency exacerbated photoreceptor cell death and deterred microglial infiltration in MNU-induced photoreceptor degeneration mice. **A** Representative immunofluorescent images of TUNEL-stained retina in WT and *Trem2*^*−/−*^ mice 1 and 3 days post-MNU treatment. Scale bar, 50 μm. Quantitative analysis of the number of TUNEL^+^ nuclei (**B**) and ONL thickness (**C**) in WT and *Trem2*^*−/−*^ mouse retina at 1 and 3 days post-MNU treatment. **D** Representative immunofluorescent images of IBA1-stained cells in WT and *Trem2*^*−/−*^ mice at 1 and 3 days post-MNU treatment. Scale bar, 50 μm. **E** Quantitative analysis of the density of IBA1^+^ cells in ONL in WT and *Trem2*^*−/−*^ mouse retina at 1 and 3 days post-MNU treatment. **F** Representative immunofluorescent images of retinal wholemount (superficial layer and deep layer) showing the MHC II-positive peripheral phagocytes infiltrating into *Trem2*^*−/−*^ mouse retina. Scale bar, 50 μm. **G** Representative immunofluorescent images of microglia showing the morphological changes at 3 days post-MNU treatment in WT and *Trem2*^*−/−*^ mice. Scale bar, 50 μm. Quantitative analysis of the number of branch points (**H**) and subtended area (**I**) of microglia in WT and *Trem2*^*−/−*^ mouse retina at 1 and 3 days post-MNU treatment. Data was curated and presented as described in Fig. 1. Three to five animals were used for each time point in each group.

The inflammatory responses of WT and *Trem2*-deficient microglial cells were compared using cells enriched by magnetic CD11b microbeads from retina of the MNU-treated WT and *Trem2*^*−/−*^ mice (Fig. 4A). Because of the limited number of infiltrated cells, we believe the data largely reflected the expression profile of microglial cells. The upregulated genes in *Trem2*-deficient microglia were notably enriched in the chemokine signaling pathway, MHC II protein complex, and inflammatory responses (Fig. 4B). We observed higher mRNA levels of inflammation-related genes, such as *H2-Ab1*, *Il10*, and *Il1b*, in *Trem2*-deficient microglia (Fig. 4C). The changes in gene expression were selectively validated by ELISA analysis on total retinal lysates, including IL-1β, IL-6, and IL-10 (Fig. 4D–F). Consistently, we also found more inflammatory cells in the vitreous cavity of MNU-treated *Trem2*^*−/−*^ mice compared to MNU-treated WT mice by H&E staining (Fig. 4G, H). Taken together, these findings suggested that *Trem2* deficiency aggravated retinal inflammatory responses.

**Fig. 4:**
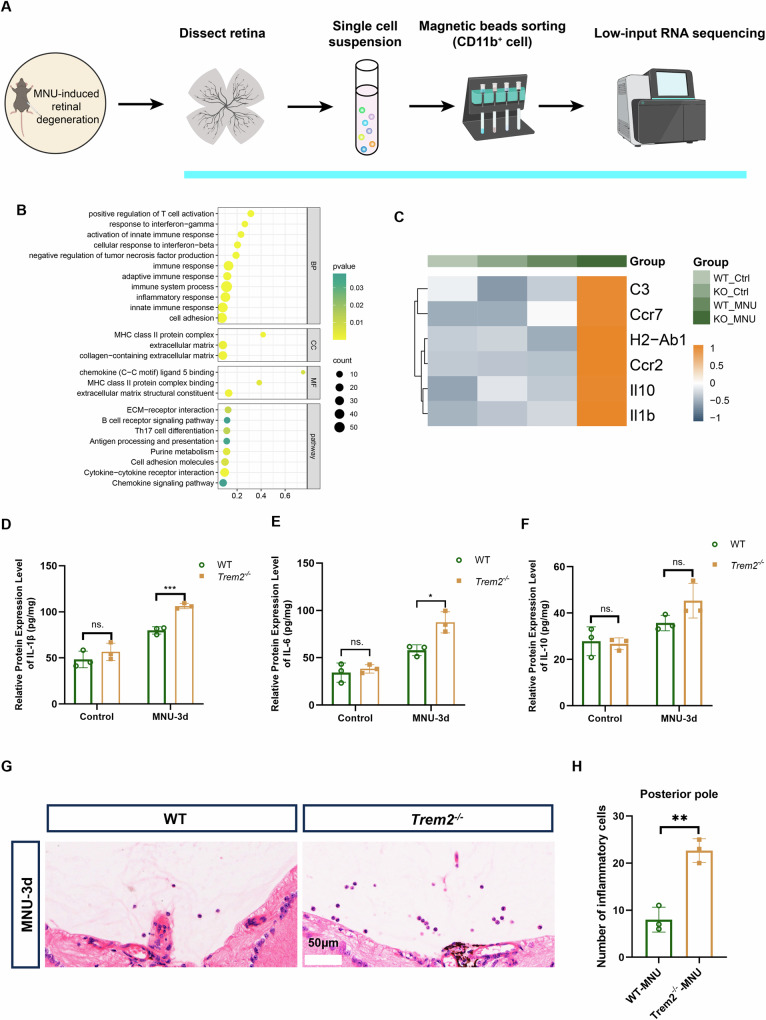
*Trem2* ablation aggravated the inflammatory responses in MNU-induced photoreceptor degeneration. **A** Flow chart illustrating microglial purification and low-input RNA sequencing. **B** Functional enrichment analysis of upregulated genes in microglia of MNU-treated *Trem2*^*−/−*^ retina. **C** Heatmap depicting the representative upregulated proinflammatory genes in microglia of the *Trem2*^*−/−*^ mice 3 days after MNU treatment. Relative protein levels (pg/mg of total protein) of IL-1β (**D**), IL-6 (**E**) and IL-10 (**F**) in total retinal lysates measured by ELISA. **G** Representative H&E staining of retinal sections from MNU-treated WT and *Trem2*^*−/−*^ mice. **H** Number of inflammatory cells in the vitreous cavity in MNU-treated WT and *Trem2*^*−/−*^ retina. Data was curated and presented as described in Fig. 1. Three animals were used for each time point in each group.

### *Trem2*-deficient microglia in degenerative retina showed distinct gene expression alteration

To unveil the underlying mechanism associated with *Trem2*-deficient microglia and aggravated photoreceptor death during retinal degeneration, we analyzed the downregulated genes in CD11b microbeads-enriched microglial cells of MNU-treated *Trem2*^*−/−*^ retina (relative to MNU-treated WT retina).

When the downregulated genes in microglia of MNU-treated *Trem2*^*−/−*^ retina was compared with markers of DAM identified in the brain of AD mouse [15], a group of 40 genes were found in common, including *Spp1*, *Lpl*, *Mif*, *Fabp3* and *Fabp5*, which are related to lipid metabolism and phagocytosis (Fig. 5A, B). The result further supported the existence of DAM-like microglia during photoreceptor degeneration (Fig. 2). Further analysis of the downregulated genes showed the enrichment in lipid binding, transportation and storage, cell-substrate adhesion, cell-matrix adhesion, lysosome and phagocytic vesicle (Fig. 5C). KEGG analysis suggested the dysregulated HIF-1 signaling pathway, PPAR signaling pathway and phagosome among others (Fig. 5D). TREM2-dependent HIF-1 signaling was reported in microglial cells of 5XFAD mouse [24, 25]. PPAR signaling pathway is an important regulatory mechanism of lipid metabolism [26]. Genes including *Lpl*, *Fabp5*, *Fabp3* and *Cd36* are associated with PPAR signaling. We compared intracellular lipid content of microglial cells in the untreated and MNU-treated WT and *Trem2*^*−/−*^ retina using oil red O (Fig. 5E, F) and BODIPY staining (Supplemental Material 1: Fig. S2). Lipid accumulation was observed in MNU-treated microglial cells by both staining methods. However, it was significantly less in the MNU-treated Trem2^−/−^ microglial cells than the MNU-treated WT cells. These results further supported TREM2-related dysregulation of lipid metabolism.

**Fig. 5:**
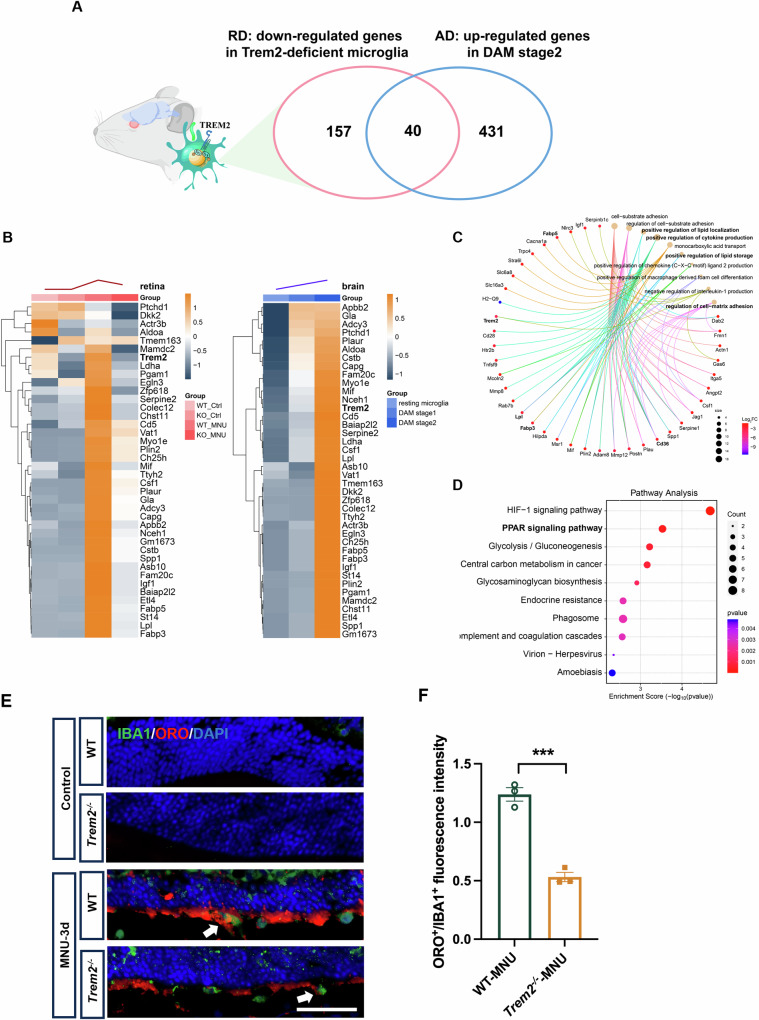
*Trem2*-deficient microglia in degenerative retina showed distinct gene expression alterations. **A** Venn graph showing the common genes between DAM markers from the AD datasets and downregulated DEGs in *Trem2*-deficient microglia 3 days post-MNU treatment. **B** Heatmap depicting the expression of 40 common genes between DAM markers from the AD datasets and downregulated DEGs in Trem2-deficient microglia 3 days post-MNU treatment. GO enrichment analysis (**C**) and Pathway analysis (**D**) of the downregulated genes in MNU-treated *Trem2*^*−/−*^ microglia compared to MNU-treated WT microglia. **E** Oil red O (ORO) staining of retinal sections from MNU-induced WT and *Trem2*^*−/−*^ mouse. **F** Quantitative analysis of ORO^+^/IBA1^+^ fluorescence intensity between WT and *Trem2*^*−/−*^ mouse. Data was curated and presented as described in Fig. 1. Three animals were used for each time point in each group.

### Pharmacological targeting of PPARγ promoted microglia infiltration and ameliorated photoreceptor degeneration in MNU-treated *Trem2*^*−/−*^ mice

To further explore the role of PPAR signaling in mediating TREM2-related microglial cell activation, we treated the MNU-treated WT and *Trem2*^*−/−*^ mice with GW0742, a PPARβ/δ agonist, and GW1929, a PPARγ agonist, and analyzed the changes in photoreceptor cell death and microglial cell activation.

No significant changes in the number of microglial cells migrating towards the ONL was found in MNU-treated WT or *Trem2*^*−/−*^ mice following GW0742 treatment, suggesting that PPARβ/δ signaling did not play a significant role in this process (Supplemental Material 1: Fig. S3). On the other hand, intraperitoneal injection of GW1929 in MNU-treated *Trem2*^*−/−*^ mice significantly promoted microglia cell migration to the ONL and subretinal space, reduced the number of TUNEL^+^ cells and preserved the thickness of ONL (Fig. 6A–D). The reduction of apoptotic cells was also confirmed by flow cytometry analysis using Annexin V and PI as markers. Three days after MNU treatment, the *Trem2*^*−/−*^ retina showed significantly more Annexin V^+^ cells compared to WT (Fig. 6E, F). GW1929 treatment significantly reduced the percentage of Annexin V^+^ cells in the MNU-treated *Trem2*^*−/−*^ mice, while it had a small effect on WT mice (Fig. 6E, F).

**Fig. 6:**
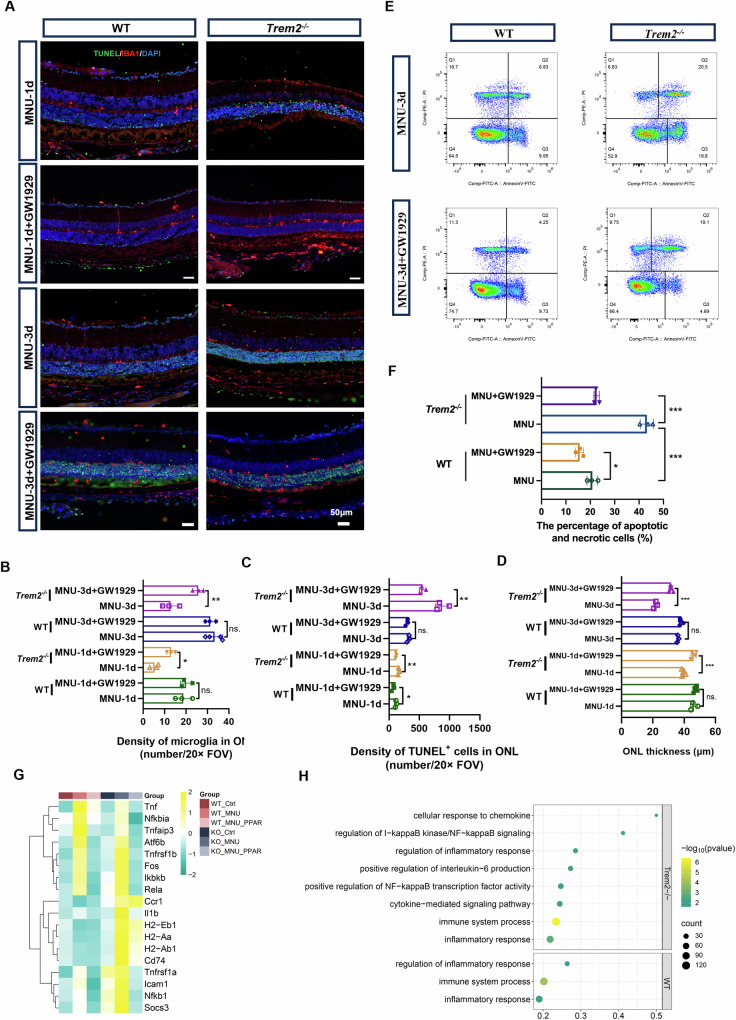
Pharmacological targeting of PPARγ promoted microglia infiltration and ameliorated photoreceptor degeneration in MNU-induced retinal degeneration. **A** Representative immunofluorescent images of TUNEL and IBA1-stained retina at 1 and 3 days post-MNU treatment in WT and *Trem2*^*−/−*^ mouse with intraperitoneal injection of PPARγ agonist (GW1929). Scale bar, 50 μm. The density of IBA1^+^ cells in ONL (**B**), the number of TUNEL^+^ nuclei (**C**), and ONL thickness (**D**) in WT and *Trem2*^*−/−*^ mouse retina at 1 and 3 days post-MNU treatment and PPARγ agonist treatment. **E** Flow cytometry analysis using Annexin V/PI staining. **F** Quantitative analysis of the number of apoptotic and necrotic cells (Annexin V^+^) between WT and *Trem2*^*−/−*^ mouse. **G** Heatmap displaying proinflammatory gene expressions with and without PPARγ agonist treatment in MNU-treated WT and *Trem2*^*−/−*^ retina. **H** Pathway analysis of downregulated genes after PPARγ agonist treatment in MNU-treated *Trem2*^*−/−*^ retina.

To further test the role of microglial cell PPARγ signaling on photoreceptor cell death, we treated the MNU-treated WT mice with GW9662, a PPARγ inhibitor. Administration of GW9662 caused exacerbated photoreceptor cell death and ONL thinning (Supplemental Material 1: Fig. S4), further supporting that PPARγ signaling in microglial cells mediated the protective effect of microglia during retinal degeneration.

We also purified microglial cells from day 3 MNU-treated *Trem2*^*−/−*^ mice with and without GW1929 treatment, and compared their gene expression profiles. GW1929 treatment decreased the expression of genes encoding proinflammatory factors and MHC II molecules (Fig. 6G, H), suggesting that stimulation of PPARγ signaling abated the proinflammatory responses of microglial cells. Collectively, these results suggested that PPARγ signaling confers the protective role of microglial cells during retinal degeneration.

### PPARγ activation regulated CD36 expression, facilitated microglial migration into degenerative neurons

The target genes of PPARγ vary depending on the activating ligands, cell type and tissue context [27–29]. In microglial cells of MNU-treated *Trem2*^*−/−*^ retina, enhanced PPAR**γ** signaling upregulated lipid-related genes, such as *Cd36* and *Lpl* (Fig. 7A). We then examined the mRNA and protein expression of CD36 in MNU-treated WT and *Trem2*^*−/−*^ mice with and without PPAR**γ** agonist (GW1929) treatment (Fig. 7B–D). At both mRNA and protein levels, reduced CD36 expression was observed in MNU-treated *Trem2*^*−/−*^ mice compared to MNU-treated WT. GW1929 increased CD36 expression in MNU-treated *Trem2*^*−/−*^ mice. However, in MNU-treated WT mice, only a mild increase of CD36 mRNA was observed after GW1929 treatment. The relatively faint western blot band of CD36 likely reflected the small number of CD36-expressing cells in the retina.

**Fig. 7:**
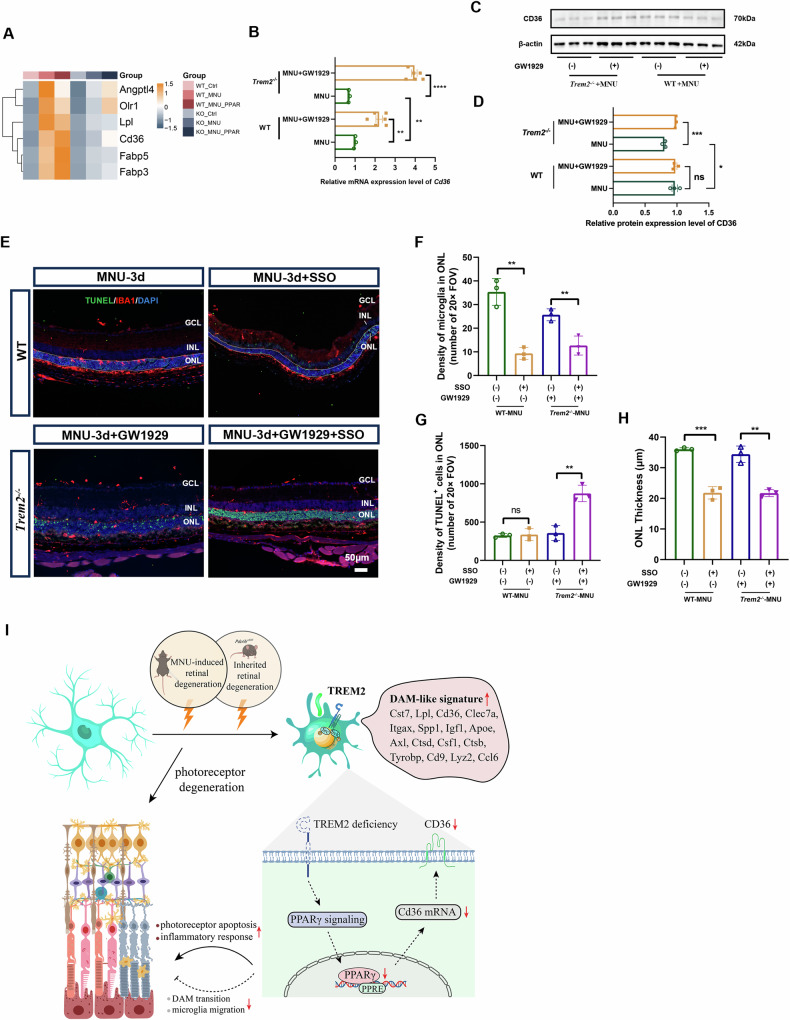
PPARγ activation stimulated *Cd36* expression and microglial cell migration into the degenerative photoreceptor cell layer. **A** Heatmap showing selective PPARγ target gene expression in *Trem2*^*−/−*^ microglia. **B** Quantitative analysis of *Cd36* gene expression with and without GW1929 treatment in MNU-treated *Trem2*^*−/−*^ and WT mouse retina. **C** Western blotting for CD36 in MNU-treated *Trem2*^*−/−*^ and WT mouse retina. **D** Quantitative analysis of CD36 protein expression levels in MNU-treated *Trem2*^*−/−*^ and WT mouse retina with and without GW1929 treatment. **E** Representative immunofluorescent images of TUNEL- and IBA1-stained retina of MNU-treated WT retina with and without CD36 inhibitor (SSO), and MNU-treated *Trem2*^*−/−*^ mice with PPARγ agonist (GW1929) and CD36 inhibitor (SSO). Scale bar, 50 μm. Quantitative analysis of microglial cell infiltration (**F**), the number of TUNEL^+^ nuclei (**G**) and the ONL thickness (**H**) in SSO-treated MNU-induced WT mouse retina and GW1929 + SSO treated MNU-induced *Trem2*^*−/−*^ mouse retina. **I** Schematic diagram depicts that the protective functions of TREM2-mediated microglia in retinal degeneration are carried out via the activation of PPARγ and the consequent upregulation of CD36 expression.

Since CD36 is a scavenger receptor with both phagocytosis and lipid transport activities, we decided to test if it is the downstream effector of PPARγ signaling mediating the protective role of microglial cells during photoreceptor degeneration. MNU-treated WT mice was given SSO, an irreversible CD36 inhibitor. SSO treatment reduced microglial migration into the apoptotic photoreceptor cell layer and exacerbated ONL thinning (Fig. 7E). Co-administration of GW1929 and SSO to MNU-treated *Trem2*^*−/−*^ mice decreased microglial infiltration and accelerated photoreceptor degeneration compared to GW1929 treatment alone (Fig. 7F–H). The change of apoptotic cell number was also confirmed by flow cytometry analysis (Supplemental Material 1: Fig. S5). These results collectively suggested that PPARγ and CD36 are important effector molecules of TREM2, contributing to the protective function of activated microglial cells during photoreceptor cell degeneration (Fig. 7I).

## Discussion

Retinal degeneration encompasses a range of debilitating conditions that frequently result in significant vision impairment, even blindness. Irrespective of the underlying causes, microglial cells are central in regulating the progression of degeneration. In the present study, we showed the indispensable role of TREM2 in microglia activation and its protective effect during photoreceptor cell degeneration. Heightened microglial cell proinflammatory responses and photoreceptor cell death were found in mouse models of retinal degeneration in the absence of *Trem2*. We further demonstrated that the underlying mechanism was related to the activation of PPARγ signaling, and the subsequent upregulation of CD36 expression. Inhibition of PPARγ signaling or CD36 activity diminished the protective role of microglial cells on photoreceptor cells. Conversely, pharmacological activation of PPARγ compensated for the defective neuroprotective role of microglial cells in TREM2 deficiency. Additionally, our study also provided evidence to support the existence of DAM-like microglia during retinal degeneration. A schematic diagram is presented in Fig. 7I.

Although controversial reports existed, it is widely recognized that TREM2 in DAM exerts protective functions primarily through enhanced phagocytosis and lipid metabolism [30]. However, the downstream pathways through which TREM2 operates in DAM remain to be fully elucidated. Out study identified PPARγ as an important mediator of TREM2 activation in microglial cells during retinal degeneration. While this is likely the first report which demonstrates the direct involvement of PPARγ signaling in TREM2 function in retinal microglial cells, circumstantial evidence existed to support such a relationship. For example, studies on tissue-resident macrophages have shown that TREM2 and its downstream signaling pathways are part of a conserved mechanism for lipid sensing and response, suggesting that the role of TREM2 in modulating microglial activation is linked, at least in part, to its influence on lipid metabolism [17, 18]. Beyond the CNS, macrophages with increased TREM2 expression and concurrent upregulation of genes related to lipid metabolism and phagocytosis were found in the adipose tissue, liver and aorta [31, 32], suggesting potential crosstalk between TREM2 and PPARγ signaling. In fact, increased PPARγ and CD36 gene expressions were found in the white adipose tissue of *Trem2* transgenic mice [33]. Moreover, dysregulated PPARγ/p38 MAPK signaling and significant metabolic deficits, including impaired mitochondrial respiratory capacity and glycolytic immunometabolic switching, were observed in iPS-derived microglia from patients with loss-of-function *TREM2* variants [34]. Future investigations on the mechanisms connecting TREM2 signaling to PPARγ activation would not only validate our current findings but also enhance our understanding of TREM2’s role in regulating lipid metabolism in microglial cells.

Our study further suggested that CD36, a scavenger receptor originally known as fatty acid translocase, is an important effector molecule of PPARγ activation in retinal microglial cells. The activation of PPARγ led to increased *Cd36* expression, which rescued the dysfunctional microglia in *Trem2*^*−/−*^ mice by stimulating its migration towards degenerative photoreceptor cells and preventing the accelerated photoreceptor cell death. Although the systemic administration of GW1929 and SSO may affect other cells of the retina, for example, the macrophages and RPE cells. The effect contributed by these cells were likely not substantial. First of all, MHC II staining showed limited macrophage infiltration in the ONL and subretinal area of MNU-treated retina. Since RPE cells mainly engulf photoreceptor outer segment, the inhibition of its activity should have limited effect on ONL thickness, even though CD36 represents an important phagocytic mechanism in RPE [35, 36]. Therefore, we believe that the changes observed upon GW1929 and SSO treatment were mostly carried out by microglial cells.

The regulatory relationship between PPARγ and CD36 in microglial cells has been reported under various degenerative conditions [37, 38]. CD36-mediated myelin uptake by phagocytes (including macrophages and microglial cells) is necessary for CNS [39–41]. Microglial cells in amyloid precursor protein/presenilin 1 (APP/PS1) transgenic mice also exhibit PPARγ-induced CD36 upregulation, enhancing beta-amyloid uptake [42]. On the other hand, CD36 can also trigger proinflammatory effect through interaction with Toll-like receptors [43]. In retina, previous studies reported the role of CD36 in mitigating the proinflammatory responses of the mononuclear phagocytes (MNPs) in *Cx3cr1*^−/−^ and light-induced mouse models of retinal degeneration [44, 45]. Our study suggested that the dominant function of TREM2-mediated upregulation of CD36 is to enhance the migration and phagocytic activity of microglia. The absence of this mechanism in *Trem2*^*−/−*^ mice result in the accumulation of apoptotic photoreceptor cells, a likely consequence of insufficient clearance of dying cells at the onset of the degeneration. Of note, we observed a small increase of *Cd36* expression in MNU-treated *Trem2*^*−/−*^ mice compared to MNU-treated WT mice following GW1929 treatment. This observation suggested that, in the absence of CD36 activation, alternative compensatory mechanisms might be activated in *Trem2*-deficient microglia during photoreceptor degeneration. For example, recent research has shown that TREM2-mediated upregulation of galectin-3, also contributes to the phagocytic activity of microglial cells during retinal degeneration [46]. In fact, we observed significant downregulation of *Lgals3* in MNU-treated *Trem2*^*−/−*^ retina compared to MNU-treated WT retina, but not in mice treated with GW1929 during degeneration.

A limitation of this study is the lack of precisely distinguishing macrophages (monocytes-derived and ocular resident) from microglial cells. Although immunostaining of MHC II has been proven to label macrophages but not microglia in the retina, using monocyte- and microglia-specific tracing mice alongside microglia-specific *Trem2* knockout mice would provide more definitive answer [47, 48]. However, since only limited number of infiltrated macrophages were identified through MHC II staining, we believe that the observations in this study predominantly reflected the activity of microglial cells. A recent study identified disease inflammatory macrophages (DIMs), as a subset of microglial cells derived from monocytes with DAM-like features in aging and neurodegenerative brains [49]. Considering the contexts in which DIMs were identified, we speculate that they originate from the remaining monocytes following previous assaults (often seen in aging or degenerative neural tissue) [48]. Given that the mice we used here had no prior history of stress, it is unlikely that DIMs constitute a significant part of DAM in the present study. However, as discussed above, the contribution of non-microglial phagocytic cells during retinal degeneration needs to be further delineated.

### Supplementary information

Supplemental Material 1

Supplemental Material 2

## Data Availability

The datasets used and/or analyzed during the current study are available from the corresponding author on reasonable request.

# Supplementary material for: TREM2-dependent activation of microglial cell protects photoreceptor cell during retinal degeneration via PPARγ and CD36
**Source:** Cell Death Dis. 2024 Aug 26;15(8):623. doi: 10.1038/s41419-024-07002-z
**Supplement:** Supplementary file 1 — Supplemental Material 1

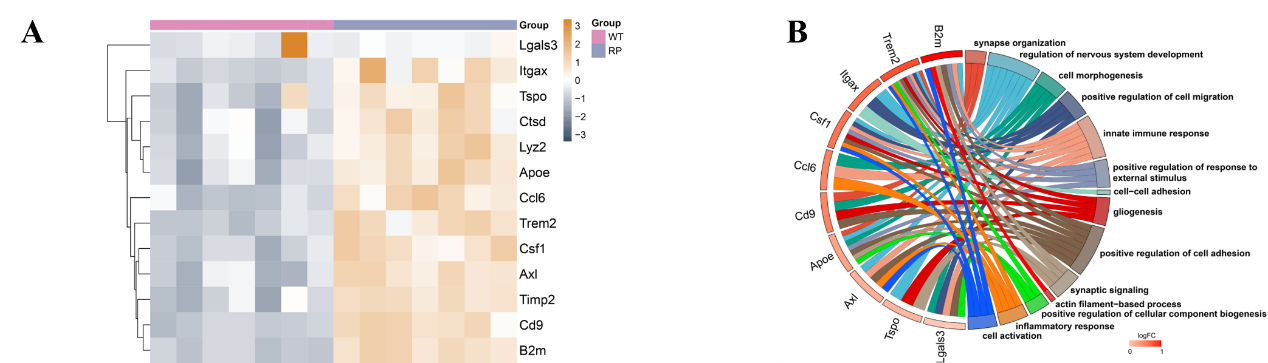

**Figure S1.** Retinal gene expression profile of *Rho^P23H/WT^* mouse (GSE152474 from GEO database). **(A)** Heatmap of DAM gene expression in *Rho^P23H/WT^* mouse. **(B)** The chord diagram of selected DEGs showing Trem2 as a major modulator involved in most affected pathways.

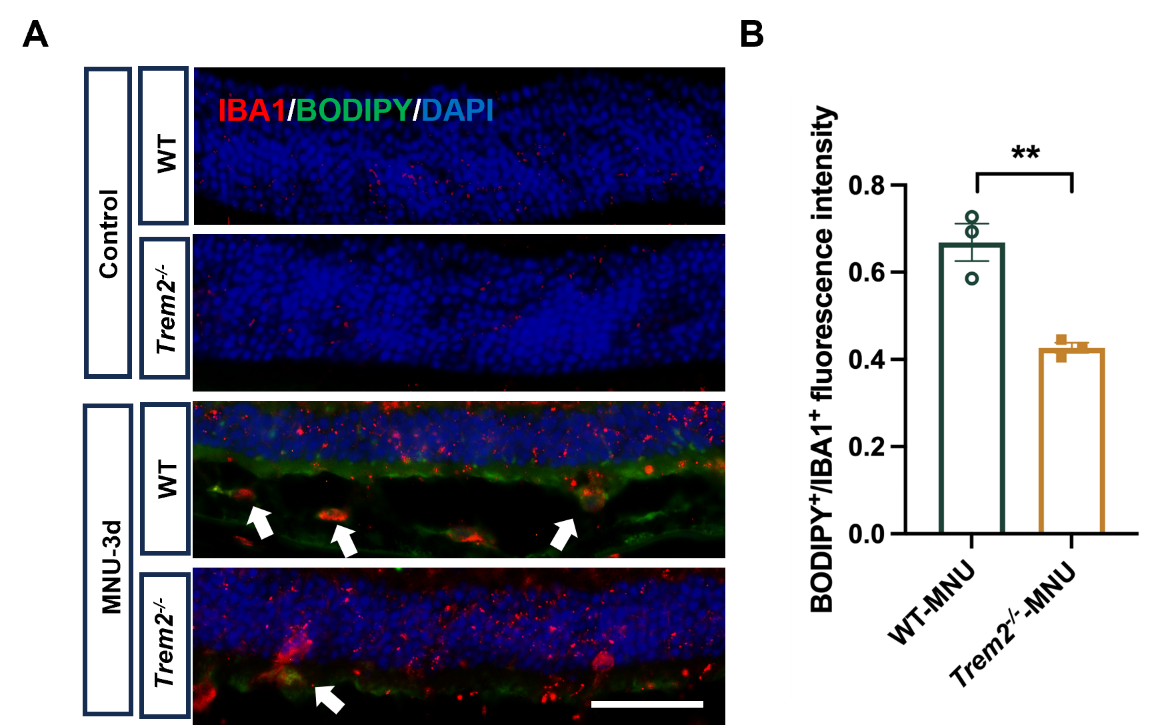

**Figure S2.** Lipid accumulation was decreased in Trem2-deficient microglia following MNU treatment. **(A)** BODIPY staining of retinal sections from MNU-induced WT and *Trem2^-/-^* mouse. **(B)** Quantitative analysis of BODIPY^+^/IBA1^+^ fluorescence intensity between WT and *Trem2^-/-^* mouse.

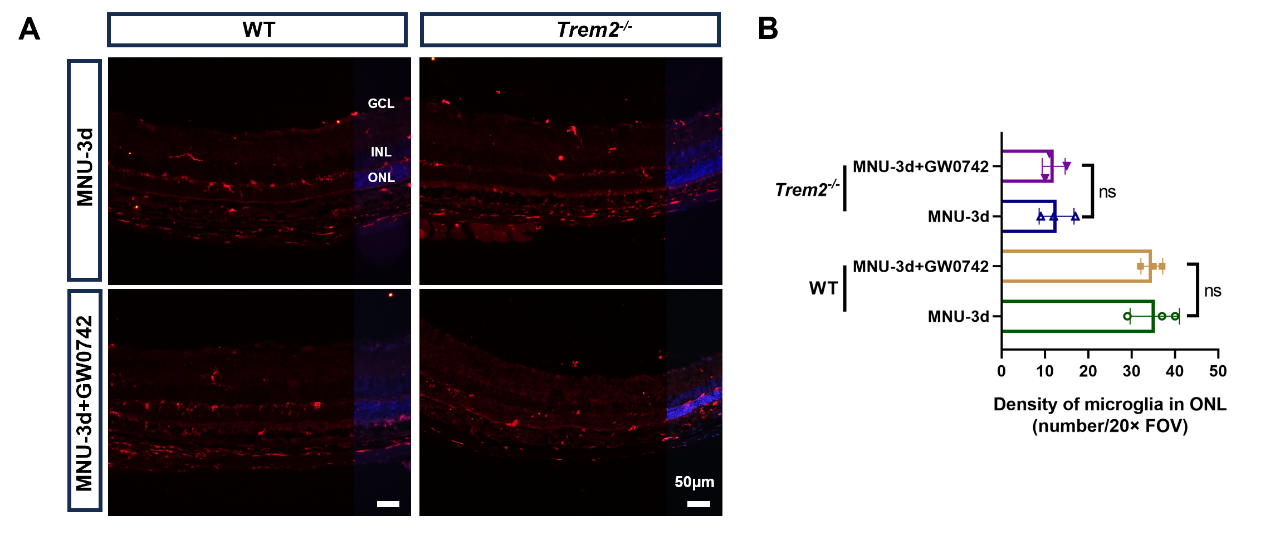

**Figure S3.** PPARβ/δ signaling was not significantly involved in MNU-induced photoreceptor degeneration. **(A)** Representative immunofluorescent images of IBA1-stained cells following GW0742 treatment in *Trem2^-/-^* and WT mice at 3 days post-MNU treatment. Scale bar, 50 μm. **(B)** Comparison of the infiltration and distribution of IBA1^+^ cells between WT and *Trem2^-/-^* mouse retina at 3 days post-MNU treatment and PPARβ/δ agonist treatment.

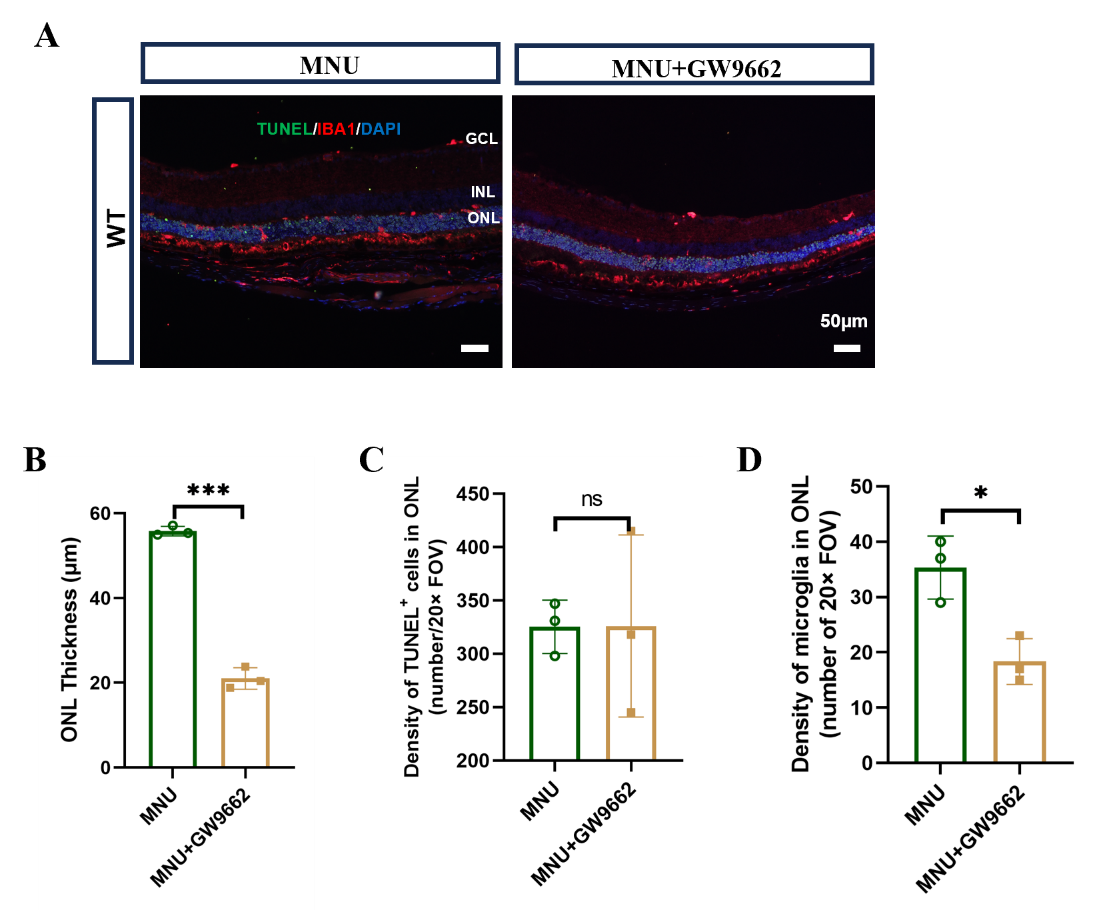

**Figure S4.** PPARγ inhibitor GW9662 exacerbated photoreceptor cell apoptosis and ONL thinning. **(A)** Representative immunofluorescent images of TUNEL- and IBA1-stained retina at 3 days post-MNU and GW9662 (PPARγ inhibitor) treatment in WT mouse. Scale bar, 50 μm. **(B, C)** Comparison of the ONL thickness **(B)** and number of TUNEL^+^ nuclei **(C)** between control and GW9662-treated WT mouse retina. **(D)** Comparison of microglial infiltration into ONL between control and GW9662-treated WT mouse retina.

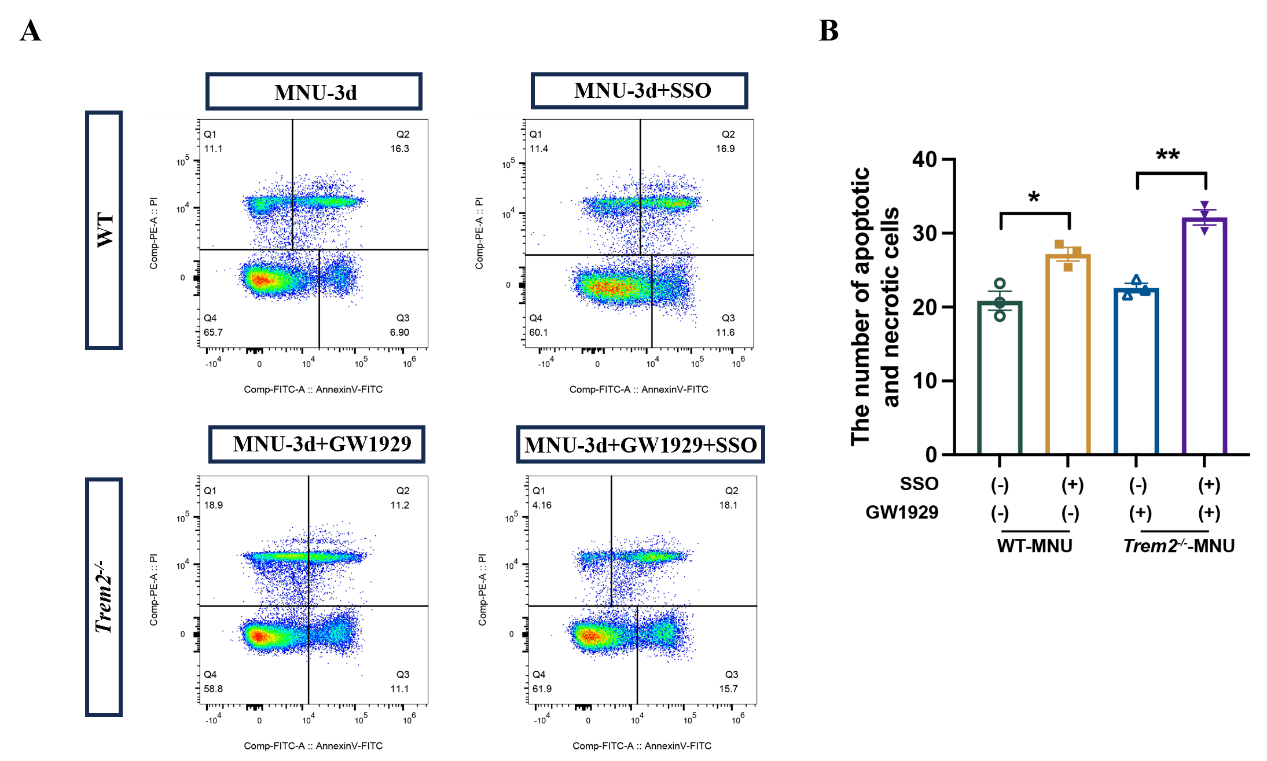

**Figure S5.** The co-administered GW1929 and SSO to MNU-treated *Trem2^-/-^* mice decreased accelerated photoreceptor degeneration compared to GW1929 treatment alone. **(A)** Flow cytometry analysis using Annexin V/PI staining. **(B)** Quantitative analysis of the number of apoptotic cells in GW1929-treated *Trem2^-/-^* mice with and without SSO.

How the deposited data were processed for this re-analysis (not part of the article)

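Whole-retina poly(A) RNA from WT mice at P15 and rd10 mice at P15, P18 and P21 was sequenced by the authors, with 2 libraries per group and 8 in all. Their table holds raw read counts, whole numbers without normalization, for 57010 mouse Ensembl gene identifiers, of which 29411 had at least 1 count. The aligner, the counting tool, the genome build and the annotation release are not given in the sources used here. Symbols, chromosomes and gene overlaps were taken from GENCODE M21 (GRCm38), which names 52029 identifiers, so that the authors' gene models can differ from those used here. All 8 columns were used. The MNU, purified microglia, qPCR and protein measurements of the paper were not analysed here.

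Total counts lay between 28076947 and 33724562 per library, with a median of 31448681.5, and the 10 most abundant genes took between 4.44% and 7.85% of the counts. A gene without counts in a group was compared through a floor of 3 counts over the group, which gives a lower bound for the fold. Floors and spreads between libraries do not cover how a retina was dissected.

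Differential expression was tested with edgeR 4.0.16 (limma 3.58.1, R 4.3.3). Genes were kept by filterByExpr with the 4 groups (minimum count 10, minimum total count 15), libraries were scaled by TMM, and the quasi-likelihood model was fitted with robust=TRUE to all 8 libraries without a block for replicate numbers, since these do not pair the retinas. P-values were adjusted by the Benjamini-Hochberg method over the 20457 genes tested, and a gene was called at adjusted p under 0.05 and absolute log2 fold change over 1. The standard error of a log2 fold change is its size divided by the square root of the F statistic. CPM are TMM-normalized counts scaled to library size, and log2 CPM used a prior count of 2. Exact two-sided permutation tests of 2 libraries against 2 have a smallest p of 0.333. Groups of 2 libraries were too small for counts of other splits of the samples.

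The groups, comparisons, thresholds, gene lists and alternatives were fixed before the data were examined. The term for sex was added once the sex genes of each library were seen, and the tests of explanations in the closing parts were set after the patterns they address were seen. Gene lists were tested with limma's fry on voom values, adjusted by Benjamini-Hochberg over the lists within a comparison, and camera was the alternative. The lists were the 6 DAM genes the text names for rd10 retina, which the study chose on these libraries, the 7 DAM genes of the introduction, the 6 DAM genes named for MNU-treated retina, the 3 genes of TREM2 signaling, the 5 genes tied to PPAR signaling, the 4 inflammation genes named for Trem2-deficient microglia, and lists written from general knowledge for microglia in general, rods, cones, reactive Muller glia, Muller glia in general, bipolar cells, amacrine and ganglion cells, retinal pigment epithelium, lens, red blood cells, endothelium, monocytes and macrophages, interferon response, complement and cell cycle. Another planned list is not reported here, though the adjustment over lists includes it. The 17 labels of Fig. 2B were tallied and not tested as a set, and 5 sex genes were read per library. The rd10 and introduction lists share Lgals3 and Cd9, the rd10 and MNU lists share Trem2, Lgals3, Itgax and Cd9, the introduction and MNU lists share Lgals3, Lpl and Cd9, TREM2 signaling shares Trem2 with the rd10 and MNU lists, the PPAR list shares Lpl with the introduction and MNU lists, the inflammation list shares H2-Ab1 with the monocyte list, and the complement list shares C1qa, C1qb and C1qc with the list for microglia in general. Besides these lists, the text names for each comparison with WT P15 the 3 genes with the largest rise and the 3 with the largest fall among called genes whose libraries did not overlap between the groups and whose mean count was at least 50. Any other gene named was chosen after its values were seen.

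DAM lists were set against the list for microglia in general by the difference of their median log2 fold changes, with its percentile among 10000 random pairs of lists of the same sizes and similar expression. As a description of the set test, random lists of 10 tested genes passed an unadjusted p of 0.05 in 18% of 300 draws at P15, 21.7% at P18 and 18.3% at P21 against WT P15, so that a list's p is read beside that share.

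Alternatives were DESeq2 1.42.0 (the paper's tool in a later version), RLE size factors, library size only, no filter on low counts, only the 4 libraries compared, replicate number as a block, each library left out in turn, no fold threshold, rd10 P15 as the baseline for the DAM genes, and camera with a preset correlation of 0.01 or an estimated one. The fits were tested on simulated data with 200 changed genes and with 300 unchanged lists of 10 genes, of which 14 passed an unadjusted p of 0.05, and on 20 simulated data sets without changes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.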

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

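The tests of strain variants, of another annotation at P21, of a term for sex, of sex effects among the calls of the 4-library fit and of gliosis genes (against genes of Muller glia in general, and by the size of the fall without single libraries) were chosen after the results were seen. The tests on Rpl29 and mt-Atp6 were set before they were run, but after those patterns were seen.

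Between rd10 P21 and rd10 P18, 4 genes differed by edgeR's quasi-likelihood test (Benjamini-Hochberg adjusted), a difference between 2 ages under the same genotype, and 2219 genes had an unadjusted p under 0.05. DESeq2 called 118. The count was 963 without rd10 P18 replicate 2, 31 without rd10 P18 replicate 1, 8 without rd10 P15 replicate 2 and 7 without rd10 P21 replicate 1. The 4 genes are named since they are so few, after their values were seen. Prss56 fell by 5.48 on the log2 scale (adjusted p = 0.00391), from 117.11 and 54.82 CPM in rd10 P18 to 1.91 and 1.92 CPM in rd10 P21, both below the 10.83 and 14.18 CPM of WT P15. No technical explanation was tested for Prss56, and the age of the rd10 mice stays open.

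Fam177a had a fitted log2 fold change of -12.77 (adjusted p = 4.91e-05), which depends on the prior count because both rd10 P21 libraries were at 0. Against a floor of 3 counts over the group it was at least 600-fold lower than in rd10 P18 and at least 725-fold lower than in WT P15, where the libraries had 34.81 and 33.6 CPM. Gdf1 changed by -6.47 (adjusted p = 0.00992), but the overlapping gene Cers1 rose as Gdf1 fell, and their sum was 29.8 and 33.5 CPM in rd10 P21 against 42.8 and 32.5 CPM in rd10 P18, so that the split of reads between the 2 genes changed far more than their sum. A second identifier of Nnt, which overlaps the first, had 516 and 285 counts in the rd10 P21 libraries and 0 in the other 6. The sum of the 2 Nnt identifiers was 21.3 and 17.6 CPM in rd10 P21 and 19 and 19.2 CPM in WT P15. It was 10.9 and 8.71 CPM in rd10 P15 and 10.4 and 12.6 CPM in rd10 P18. Counting of the rd10 P21 libraries against another annotation would give such patterns. That predicts more genes at 0 in rd10 P21 alone than in each of the other groups, and there were 3 such genes, against 8 for WT P15, 5 for rd10 P15 and 2 for rd10 P18, which argues against it. How reads on overlapping genes were assigned in each library was not tested for Gdf1 and Nnt, which are uncertain as changes of expression. Fam177a overlaps no other gene in the annotation used, and the source of its loss stays open.

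mt-Atp6 changed by 2.04 between P18 and P21 (adjusted p = 0.00391). Its level was 2640.81 and 2539.26 CPM in WT P15, 426.87 and 433.6 in rd10 P15, 483.2 and 394.93 in rd10 P18, and 1786.54 and 1815.82 in rd10 P21. Fewer mitochondrial reads in all would lower the other mitochondrial protein genes as much. The median of the other 12 changed by -0.26 at P15 against WT P15 (-0.47 to -0.09), while mt-Atp6 changed by -2.59 (adjusted p = 0.000658), which argues against that cause. Whether the neighbouring mitochondrial genes took its reads was not tested, and genotype and age stay open.

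The 10 genes of reactive Muller glia rose in rd10 P18 against WT P15, with a median log2 fold change of 3.41 (10 of 10 higher, fry adjusted p = 0.00155), and in rd10 P21, with a median of 2.00 (10 of 10 higher, adjusted p = 0.00521). The paper does not discuss these genes. Between P21 and P18 their median changed by -1.43 (adjusted p = 0.0156). An error of scaling would move all genes of a library alike. The gliosis median minus that of Muller glia genes in general, which no scaling can change, was -1.87 between P21 and P18 (-2.12 to -1.64 with 1 library left out), which argues against normalization. Scaling by library size only, with adjusted p = 0.0319, moved the median of all genes here only from 0 to -0.01 and so tests little. A single replicate as the cause would leave no fall without it. The fall stayed between -1.73 and -1.11 with any library left out, and 9 of the 10 genes were lower in both rd10 P21 libraries than in both rd10 P18 libraries, which argues against it. Adjusted p then lay between 0.00978 and 0.101, and over 0.05 without rd10 P18 replicate 1 or any of the WT P15 or rd10 P15 libraries. The age of the rd10 mice stays open, as untested. Without WT P15 replicate 2, adjusted p was 0.0545 at P18 and 0.0514 at P21. Camera with an estimated correlation gave adjusted p = 0.0464 at P18, 0.0493 at P21 and 0.118 for the fall. The member Fgf2 differed between replicates, with 4907 and 409 counts in the rd10 P18 libraries.

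Genes of retinal cell types that the paper does not discuss in these libraries also moved as sets. Rod genes fell at P18, with a median log2 fold change of -0.75 (14 of 14 lower, fry adjusted p = 0.028), and at P21, with -1.05 (14 of 14 lower, adjusted p = 0.023). Cone genes fell at P15, with -0.63 (9 of 9 lower, adjusted p = 0.0258), and at P18, with -0.58 (8 of 9 lower, adjusted p = 0.028), while at P21 the median was -0.08 (adjusted p = 0.509). Amacrine and ganglion cell genes rose at P15 by a median of 0.33 (10 of 12 higher, adjusted p = 0.0187). Endothelial genes rose at P15 by 0.87 (6 of 8 higher, adjusted p = 0.00783), at P18 by 0.41 (5 of 8 higher, adjusted p = 0.028) and at P21 by 0.69 (8 of 8 higher, adjusted p = 0.00521). At P18, complement genes rose by a median of 2.98 (7 of 7 higher, adjusted p = 0.028), cell cycle genes by 2.97 (6 of 6 higher, adjusted p = 0.028) and lens genes by 2.51 (8 of 8 tested members higher, adjusted p = 0.028). The lens median is also 2.51 with genes at 0 in WT P15 set to their bounds, but it ran from 1.79 (without rd10 P18 replicate 1) to 8.00 (without WT P15 replicate 2) with 1 library left out. Lens counts were low, with 2.36 and 0.126 CPM of Cryaa in the rd10 P18 libraries. Lens carried over at dissection was not tested against expression in the retina. Of the complement list, C1qa, C1qb and C1qc also belong to the list of microglia genes. At P15, cones passed only without WT P15 replicate 2 or with all libraries (otherwise up to 0.143, without rd10 P15 replicate 1). Amacrine and ganglion cells and endothelium at P15 did not pass without WT P15 replicate 1 (0.0719 for each) or either rd10 P15 library (up to 0.13 and 0.104, without rd10 P15 replicate 1). At P18 the lists of rods, cones, complement and cell cycle passed 0.05 in none of the fits without one of the WT P15, rd10 P15 or rd10 P18 libraries. Lens at P18 did not pass without either WT P15 or either rd10 P15 library (up to 0.128, without WT P15 replicate 1). Endothelium at P18 passed only without rd10 P18 replicate 1 or either rd10 P21 library (otherwise up to 0.122, without WT P15 replicate 2), and rods at P21 only without either rd10 P21 library (otherwise up to 0.0997, without WT P15 replicate 1). Endothelium at P21 did not pass without WT P15 replicate 2 (0.0514). Camera with an estimated correlation passed none of these lists, with adjusted p of 0.232 for cones and 0.198 for amacrine and ganglion cells and for endothelium at P15. With a term for sex or with replicate number as a block, rods, cones, complement, cell cycle and endothelium did not pass at P18 either. Normal maturation between P15 and P21 cannot be told apart from degeneration at P18 and P21, because there were 0 WT libraries at those ages. For the lists at P15, sex cannot be told apart from genotype. By Xist and Y-linked counts, both WT P15 libraries were female and both rd10 P15 libraries male.

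Y-linked transcripts exceeded Xist in 4 libraries, both of rd10 P15 and replicate 1 of rd10 P18 and rd10 P21, so that the sex of the animals differed between rd10 P15 and WT P15. The paper does not report the sex of these mice. If sex made the calls at P15, these genes would have a sex effect of more than 1 log2 unit in the same direction. Among the 47 calls, 0 had one, against 7.61% of all tested genes, but a sex effect widens the spread at P18 and P21, where the sexes are mixed, and so keeps a gene from being called. Xist and the Y-linked genes are absent from the 47 for that reason. For the 47 calls, sex of the animals therefore cannot be told apart. With a term for sex 4 genes were called at P15, while 46 of the 47 kept a change of more than 1 log2 unit in the same direction, which decides nothing for genes selected against sex effects. With only the 4 libraries compared, a fit whose calls are not selected in this way, 206 genes were called and 17 had such an effect (8.25%), 5 of them Xist and the Y-linked genes. The median sex effect of the 206 in the direction of their change was 0.09, which argues against a sex effect like that at P18 and P21 as the cause of most of them. A sex effect at P15 alone was not tested.

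At P15, P18 and P21 against WT P15, 9 genes were called each time, 7 of them in the same direction. Rncr4, Guca1a, B230220B15Rik and Mef2c were lower and Rpl29, Egr1 and Ccdc71 were higher, named after their values were seen. Edn2 and Fgf2os changed direction, from -4.21 and -8.43 at P15 to 3.30 and 2.58 at P18, where the fitted value of Fgf2os at P15 is no bound since both rd10 P15 libraries were at 0 (at least 28.2-fold lower), and it overlaps Fgf2. The paper states that WT littermates were used as controls. Strain variants that came with the rd10 line cannot be told apart from effects of the mutation here. Of 217 genes changed the same way at all 3 ages (unadjusted p under 0.05 and over 1 log2 unit), the 204 on autosomes were spread over chromosomes as the tested genes are (permutation p = 0.574, 10000 draws), with 12 on chromosome 5, which holds Pde6b, against 14.2 by chance. Over all chromosomes the permutation p was 0.0279, with 2 genes on Y. A few linked genes would not show in this test.

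Rpl29 had the largest called rise at P15, a log2 fold change of 6.09 (standard error 0.26, adjusted p = 0.000132 by edgeR), with 1.18 and 0.68 CPM in WT P15 and 63.1 and 63.2 CPM in rd10 P15, and 2 of 2 libraries of each rd10 group lay above both WT libraries. Reads of Rpl29 counted on near-identical copies in WT P15 would leave the copies higher there. The 65 genes that share sequence with Rpl29 held 5266 counts in WT P15 and 6627 in rd10 P15, a difference of -1361. That argues against reads counted on the copies. Shared reads that were left uncounted would not show in this test, and the counting tool is not given. None of the 100 tested genes that lie nearest on chromosome 9 was among the 217 genes, where 1.06 is expected. Ccdc71, also higher at all 3 ages, is on chromosome 9 too, but outside these 100. In all, 9 of the set were on chromosome 9 (4.21%, against 5.66% of tested genes, Fisher's exact test, p = 0.456). A variant linked over a longer stretch is therefore not excluded. A variant in Rpl29 itself was not tested.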

How the results depend on the processing

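The term for sex was chosen after the results were seen, and the other alternatives before.

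With RLE size factors, library size only or no fold threshold, the 6 counts of called genes stayed within 1.5 times their values. DESeq2 called 429 (P15), 954 (P18) and 571 (P21) against WT P15, 604 and 528 (P18 and P21) against rd10 P15, and 118 between P21 and P18. On simulated counts it made more false calls than edgeR, but what part of these calls is false was not tested. Without the filter on low counts, 144 genes were called at P15 and 160 at P21 against WT P15, 125 at P21 against rd10 P15 and 19 between P21 and P18. With replicate number as a block, 16 were called at P15 and 18 at P21 against WT P15. The numbers do not pair the retinas, as residual changes of libraries with the same number were correlated across genes by only -0.0245 to 0.0594. With only the 4 libraries compared, which leaves 2 residual degrees of freedom, the counts were 206, 143 and 129 at P15, P18 and P21 against WT P15, 74 and 182 at P18 and P21 against rd10 P15, and 2 between P21 and P18. With a term for sex they were 4, 191, 36, 275, 156 and 12. Apart from the smaller fit, the cause was not tested.

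With 1 library left out, the lone library of its group is assumed to vary like the other groups. The counts then ranged from 6 to 246 at P15, 39 to 1250 at P18 and 4 to 210 at P21 against WT P15, from 16 to 977 at P18 and 10 to 217 at P21 against rd10 P15, and from 3 to 963 between P21 and P18. The counts at P18 and between P21 and P18 were highest without rd10 P18 replicate 2, and those at P15 and P21 without rd10 P18 replicate 1. The cause was not tested.

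For the DAM genes of the text, log2 fold changes kept their sign except for Apoe at P18, which was 0.06 with all libraries and -0.27 with a term for sex, and ranged from -0.38 to 0.70 with 1 library left out (-0.38 without WT P15 replicate 1, -0.31 without rd10 P18 replicate 1). DESeq2 called Apoe at P21 (1.11, adjusted p = 0.0288) and Lgals3 at P21 (2.70, adjusted p = 4.83e-05), and the edgeR fit without the filter on low counts called Lgals3 at P21 (2.70, adjusted p = 0.0283). Cd9 at P18 was not called with only the 4 libraries compared (1.41, adjusted p = 0.0601) or with rd10 P15 as the baseline (1.05, adjusted p = 0.0615). With 1 library left out, Cd9 at P18 lay between 1.23 and 1.62 (adjusted p 0.00198 to 0.145), Lgals3 between 3.89 and 4.38 at P18 (0.00346 to 0.104) and between 1.93 and 3.19 at P21 (0.0271 to 0.307), and the fitted value of Itgax at P18, which is no bound, between 8.40 and 9.30 (0.0422 to 0.656, called without rd10 P21 replicate 2). Itgax at P21 had no difference without rd10 P21 replicate 1, since the other library is at 0. Trem2 was called in none of these fits against WT P15, with log2 fold changes of 0.13 to 0.80 at P18 and 0.94 to 1.76 at P21 when 1 library was left out. Ccl6 at P21 turned from -0.10 to 0.01 with library size only, and lay between -6.68 and 0.87 with 1 library left out (0.81 without WT P15 replicate 2, 0.87 without rd10 P21 replicate 2). The cause was not tested.

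Among the DAM lists, camera with a preset correlation put the 6 rd10 DAM genes past the threshold at P18 (1.04, adjusted p = 0.00039) and P21 (1.26, adjusted p = 1.2e-05), and the introduction's DAM genes at P21 (2.38, adjusted p = 0.000122). Camera with an estimated correlation, which takes account of genes that move together, passed none of these lists, and the introduction's DAM genes at P18 (2.10) had adjusted p = 0.207. Under fry, these introduction genes at P18 had adjusted p = 0.0533 with the block (2.11) and 0.0505 with a term for sex (1.93). With a term for sex, the rd10 DAM list (0.89) and the introduction list (2.02) passed at P21, each with adjusted p = 0.044. With 1 library left out, the rd10 DAM list lay between 0.94 and 1.17 at P18 (adjusted p 0.0167 to 0.201) and between 0.71 and 1.55 at P21 (0.00742 to 0.261), and the introduction list between 1.74 and 2.39 (0.00094 to 0.128) and between 1.34 and 2.98 (0.00216 to 0.261). Of the other lists, the genes of Muller glia in general at P18, near 0, had a negative direction under camera (median -0.03, adjusted p = 0.867 and 0.945) and ranged from -0.11 to 0.06 with 1 library left out (-0.11 without WT P15 replicate 1, -0.08 without rd10 P18 replicate 2, -0.03 without either rd10 P15 library), and cone genes at P21 turned to 0.04 with library size only and ranged from -0.21 to 0.06 with 1 library left out (0.06 without WT P15 replicate 1). The cause was not tested.

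The difference of the rd10 DAM list from the list for microglia in general stayed between -1.71 and -1.26 at P18 and between -1.68 and -1.14 at P21 with 1 library left out. That of the introduction list lay between -0.97 and 0.09 at P18 (0.09 without rd10 P18 replicate 1) and between -0.52 and -0.26 at P21. Calls shared between P18 and P21 in the same direction, 53 with all libraries, numbered 400 with DESeq2, 107 without the filter on low counts, 14 with the block, 28 with only the 4 libraries compared, 25 with a term for sex, and 3 to 124 with 1 library left out (3 without WT P15 replicate 1, 124 without rd10 P18 replicate 2). The correlation of log2 fold changes lay between 0.458 and 0.806 (0.458 without rd10 P21 replicate 1). The cause was not tested.

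The spread between the 2 libraries of a group, more than depth, limits the abundant gene Apoe. It also limits Itgax and Ccl6 at P21, where the libraries had 146 and 0 counts of Itgax and 27 and 0 of Ccl6. The log2 fold changes of Ctsd (0.68 at P18 and 0.67 at P21) and of Cd9 at P21 (0.77) lay under the fold threshold, whatever their spread.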

Differences from the paper's values

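No test of this part was chosen after the results were seen. The paper prints no fold change or count of genes for these libraries, so no pair of values was compared.

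The paper's text states that Trem2, Apoe, Ctsd, Lgals3, Itgax and Cd9 were higher in P18 and P21 rd10 retina. Over these genes and both ages, 12 of 12 fitted changes against WT P15 were positive, and edgeR called 2, Lgals3 and Cd9 at P18. Changes that lay within the spread of the libraries were those of Trem2 at P18 (log2 fold change 0.50) and Apoe at P18 (0.06). Itgax at P21 was seen in 1 of the 2 libraries. Among the alternatives set before the data were examined, DESeq2, the paper's tool, also called Apoe (adjusted p = 0.0288) and Lgals3 (adjusted p = 4.83e-05) at P21, and the edgeR fit without a filter on low counts also called Lgals3 at P21 (adjusted p = 0.0283). With 1 library left out, Lgals3 at P21 was called without rd10 P18 replicate 1 (adjusted p = 0.0396), without rd10 P18 replicate 2 (0.0408) or without rd10 P21 replicate 2 (0.0271), and Itgax at P18 without rd10 P21 replicate 2 (0.0422). Against WT P15, no setting called Trem2 at either age, Apoe at P18, Ctsd at either age, Itgax at P21 or Cd9 at P21. Against rd10 P15 in place of WT P15, DESeq2 called Trem2 at P21 (log2 fold change 1.91, adjusted p = 0.00589), and edgeR did not (1.90, adjusted p = 0.126). For Ctsd, adjusted p by DESeq2 was 0.0106 at P18 and 0.0187 at P21, with log2 fold changes of 0.68 and 0.67, under the fold threshold, as for Cd9 at P21 (0.77, adjusted p = 0.0249).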

Other observations

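The tests on interferon genes, on retinal pigment epithelium and on the number of microglia were chosen after the results were seen. The tests on the 2 tools and on overlapping genes were set before they were run, but after those patterns were seen.

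Genes of microglia in general rose with the DAM genes. The 10 such genes had a median log2 fold change of 2.57 at P18 (10 of 10 higher, fry adjusted p = 0.0515) and 2.70 at P21 (10 of 10 higher, adjusted p = 0.0652). The 7 DAM genes of the introduction had 2.10 (7 of 7 higher, adjusted p = 0.028) and 2.38 (6 of 7 higher, adjusted p = 0.0652), also with Cst7 at its lower bound. Tmem119 and P2ry12, which the introduction describes as reduced in DAM, were not lower. By edgeR, Tmem119 changed by 2.27 at P18 (adjusted p = 0.0479) and 2.28 at P21 (adjusted p = 0.087), and P2ry12 by 0.48 (adjusted p = 0.479) and 1.36 (adjusted p = 0.122). The adjusted p of Tmem119 lay between 0.0233 (without rd10 P18 replicate 2) and 0.221 (without WT P15 replicate 2) at P18, and between 0.0333 (without rd10 P21 replicate 2) and 0.432 (without rd10 P21 replicate 1) at P21. More microglia in the retina, with no change per cell, would raise DAM and other microglia genes alike. The median of the 6 DAM genes of the text minus that of the microglia list was -1.53 at P18, below all but 0.03% of random pairs of lists, and -1.45 at P21 (0.01%). That of the introduction's genes was -0.47 (7.73%) and -0.33 (10.6%). Against rd10 P15 the differences were -1.07 (0.05%) and -0.72 (0.75%) for the first list and -0.24 (20.7%) and -0.80 (0.37%) for the second. Random pairs of lists leave out the spread between libraries. By library, the median level of the first list minus that of the microglia list was 1.92 and 0.85 log2 units in WT P15, 0.74 and 0.82 in rd10 P18 and -0.55 and 0.26 in rd10 P21, so that at P18 it moved by less than the 2 WT libraries differ. In rd10 P15 it was 0.62 and 0.88, so that by library the -1.07 at P18 was not seen, while both rd10 P21 libraries lay lower. For the introduction's genes it was -0.80 and -1.54 in WT P15, -0.84 and -0.56 in rd10 P18 and -1.52 and -1.76 in rd10 P21, on average higher at P18 and so opposite in sign to the difference of medians. In rd10 P15 it was -1.64 and -1.28 for these genes, below both rd10 P18 libraries and overlapping with rd10 P21. More microglia and more transcript per cell cannot be told apart in whole-retina RNA, where the number of microglia and the share of each transcript from other cells are unknown.

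The other lists from the paper behaved as follows. The 6 DAM genes named for MNU-treated retina changed by a median of 1.47 at P18 (adjusted p = 0.028) and 1.41 at P21 (adjusted p = 0.0652), the 3 TREM2 signaling genes by 2.42 (adjusted p = 0.075) and 2.23 (adjusted p = 0.0652), and the 4 tested genes of the PPAR list by 0.66 (adjusted p = 0.028) and 0.22 (adjusted p = 0.271). The PPAR list already changed by 0.6 in rd10 P15 against WT P15 (fry adjusted p = 0.0525). Against rd10 P15 it changed by 0.07 at P18 (adjusted p = 0.969) and by -0.38 at P21 (adjusted p = 0.096). Cd36 had 2.13 ± 0.191 CPM in WT P15, 3.31 ± 0.804 in rd10 P18 and 2.39 ± 0.23 in rd10 P21 (SD, 2 libraries each). Pparg, with at most 0.0597 CPM in a library, and Il10 and Il6 were below the count filter. The 2 tested inflammation genes changed by a median of 4.25 at P18 (adjusted p = 0.0606) and 1.82 at P21 (adjusted p = 0.387), where the 2 differed in sign (H2-Ab1 3.89, Il1b -0.25). Without rd10 P21 replicate 1, the median at P21 was -0.78, and without WT P15 replicate 1 it was 3.63. At P18, the MNU list and the introduction's DAM genes did not pass 0.05 without any one of the WT P15, rd10 P15 or rd10 P18 libraries (up to 0.128 for each, without WT P15 replicate 1), and the PPAR list did not pass without any one of the WT P15 or rd10 P15 libraries (up to 0.128). The PPAR median at P18 ranged from 0.37 (without rd10 P18 replicate 1) to 0.90 (without rd10 P18 replicate 2). At P21, leaving out replicate 1 or replicate 2 of rd10 P21 gave medians of 0.70 and 1.80 for the MNU list and 1.50 and 2.72 for TREM2 signaling. Camera with an estimated correlation passed none of them. With a term for sex or with the block, the MNU and PPAR lists did not pass at P18 either.

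Of the lists for other cells and programs, Muller glia genes in general changed by a median of -0.03 at P18 (adjusted p = 0.961, mean 0.07) and 0.43 at P21 (adjusted p = 0.0648), bipolar cell genes by 0.18 (adjusted p = 0.599) and 0.35 (adjusted p = 0.163), amacrine and ganglion cell genes by 0.05 (adjusted p = 0.45) and 0.05 (adjusted p = 0.509), red blood cell genes by -0.72 (adjusted p = 0.21) and -0.38 (adjusted p = 0.509), and monocyte and macrophage genes by 4.40 (adjusted p = 0.109) and 4.50 (adjusted p = 0.249), or 4.25 and 4.37 with genes at 0 in WT P15 at their bounds. Leaving out 1 library moved the monocyte and macrophage median between 4.13 (without rd10 P18 replicate 1) and 6.89 (without WT P15 replicate 1) at P18, and between 2.13 (without rd10 P21 replicate 1) and 7.18 (without WT P15 replicate 1) at P21. At P21, lens genes changed by 1.39 (adjusted p = 0.0652), complement genes by 2.93 (adjusted p = 0.0503) and cell cycle genes by 1.44 (adjusted p = 0.254). These P21 medians fell to 1.00, 2.17 and 0.28 without rd10 P21 replicate 1, and rose to 5.32 and 3.82 without WT P15 replicate 2 for lens and complement and to 2.18 without rd10 P21 replicate 2 for cell cycle. Without rd10 P18 replicate 2 the amacrine and ganglion cell list at P18 was -0.05. Red blood cell genes at P18 ranged from -1.57 (without rd10 P18 replicate 1, adjusted p = 0.0189) to -0.14 (without rd10 P18 replicate 2, adjusted p = 0.386). Interferon genes changed by 4.95 (adjusted p = 0.182) and 4.24 (adjusted p = 0.271), 10 of 10 higher at each age. Leaving out 1 library moved the interferon median between 4.04 and 5.41 at P18 (adjusted p 0.0524 to 0.373), and at P21 between 2.14 (without rd10 P21 replicate 1, adjusted p = 0.366) and 5.01 (without rd10 P21 replicate 2, adjusted p = 0.0458).

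Interferon genes differed between the libraries of a group. At P18 and P21, 10 of 10 were higher in replicate 1 than in replicate 2, by a median of 1.62 and 2.76 log2 units, against -0.04 in WT P15 and 0.14 in rd10 P15. A difference in the number of microglia alone would move the genes of microglia as much, but these differed by 0.34 and 1.28, a gap of 1.28 at P18 and 1.47 at P21, which argues against it. Sex of the animals alone cannot be told apart, because replicate 1 was male and replicate 2 female at both ages. The male rd10 P15 libraries were not higher than the female WT P15 libraries (median -0.29), but that comparison is across genotypes. With a term for sex in the edgeR fit, Ifit3 and Irgm1 were called for it (2.31 and 2.01, adjusted p = 0.0166 and 0.0163). An infection or another difference between animals was not tested.

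Retinal pigment epithelium genes differed between the 2 WT P15 libraries. Of 12 genes, 11 were higher in replicate 2, by a median of 1.83 log2 units, and the abundant members Ttr and Rgr had 16.2 and 13.2 CPM in replicate 1 and 65.4 and 52.2 CPM in replicate 2. Carry-over of pigment epithelium at dissection would move nearly all members together. That is the pattern itself and so does not test carry-over, which stays open. The list changed by a median of 1.17 at P15 (adjusted p = 0.25), -1.38 at P18 (adjusted p = 0.193) and -0.94 at P21 (adjusted p = 0.387) against WT P15. Without WT P15 replicate 1 it was -1.93 at P18 (adjusted p = 0.0417) and -1.54 at P21 (adjusted p = 0.0405), and without WT P15 replicate 2 it was -0.27 (adjusted p = 0.36) and 0.07 (adjusted p = 0.728), so that 1 WT library set its size. Ttr reached 99.4 and 124 CPM in rd10 P15. No biological explanation was tested.

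DESeq2 called more genes than edgeR in each comparison. The control of false calls by the 2 tools with 2 libraries per group is a candidate explanation, since on simulated counts DESeq2 made 55 false calls and edgeR 16, while DESeq2 also recovered more of the changed genes (156 against 130 of 200).

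Some abundant genes lay far apart between the replicates of a group. Among 12210 genes with at least 300 counts in a library, 176 differed by more than 2.5 log2 units within a group, 29 in WT P15, 28 in rd10 P15, 80 in rd10 P18 and 73 in rd10 P21. They include Xist, the 4 Y-linked genes, Cd74, Fgf2 and interferon genes such as Ifit1, Isg15 and Bst2. Reads split between overlapping genes when they were counted would make such genes overlap others more often. Of the 172 with an annotation, 59.3% overlapped another gene and 70 overlapped none, against 57% of 11958 other abundant genes (Fisher's exact test, p = 0.587), which argues against it as the whole cause. For 34 of the 102 that overlap, the sum with the overlapping genes differed by less than 1 log2 unit, so that for these the split stays open. Of the 176 genes, 1 was called in any comparison.

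The genes with the largest called changes by the rule were as follows. At P15 these were Rpl29, Aplnr and Fabp7 among the higher and Fgf2os, Tjp3 and Edn2 among the lower genes. At P18 they were Bcl2a1b (at least 94.1-fold higher, with paralogs that could not be told apart in these counts, as with all near-identical genes), Itgal (at least 65.7-fold higher) and Steap4, and Zfp930, Htr1d and Gm47647. At P21 they were the second Nnt identifier (at least 243-fold higher), Sla and Rpl29, and Fam177a, Ttc30a2 (at least 71-fold lower) and Gdf1. The sum of the 2 Nnt identifiers changed little, with 21.3 and 17.6 CPM in rd10 P21 against 19 and 19.2 CPM in WT P15. Steap4 ranged from 6.10 (without WT P15 replicate 1) to 12.69 (without WT P15 replicate 2) and Sla from 5.03 (without WT P15 replicate 2) to 9.32 (without WT P15 replicate 1), so that 1 WT library set their size. With 1 library left out, Rpl29 at both ages and Fam177a kept their calls, with adjusted p of at most 0.0014. The others each lost theirs, with a highest adjusted p between 0.0649 (Steap4) and 0.234 (Fabp7). Sla overlaps Tg, and Fgf2os overlaps Fgf2.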
